# Melatonin Supplementation Increases Oocyte Recovery and Quality Associated with Altered Follicular Steroidogenesis and Redox Status in Dairy Cows

**DOI:** 10.3390/antiox15091101

**Published:** 2026-08-31

**Authors:** Wenkui Ma, Qianru Chen, Depeng Yin, Pengyun Ji, Liming Liu, Xihe Li, Bingyuan Wang, Lu Zhang, Guoshi Liu

**Keywords:** dairy cow, ovum pick-up (OPU), melatonin, oocyte quality, follicular microenvironment, steroidogenesis

## Abstract

Ovum pick-up (OPU) enables high-frequency oocyte retrieval from selected dairy cow donors, facilitating favorable genetic progression. However, oocytes obtained via OPU and subjected to in vitro maturation frequently suffer from severe oxidative stress, mitochondrial dysfunction, and DNA damage, resulting in lower pregnancy rates compared to those of in vivo-derived embryos. Melatonin (MT), as a potent antioxidant, may exert beneficial effects on these OPU-retrieved oocytes. In the current study, by combining in vitro and in vivo experiments, the protective effects and potential molecular mechanisms of MT on disrupted oocyte quality and development caused by OPU were systemically investigated. By integrating oocyte quality assessment, follicular fluid metabolomics, and blastocyst transcriptomics, the results showed that subcutaneous administration of MT to cows prior to OPU significantly increased the number of high-quality Grade A oocytes and reduced the number of low-quality Grade D oocytes compared to the control. These improvements were accompanied by reduced local and systemic oxidative stress, enhanced glutathione metabolism, and lower serum progesterone concentrations at the measured time points, coinciding with a more favorable endocrine environment for follicular development. The results from untargeted metabolomics of the follicular fluid revealed that MT supplementation was associated with an altered follicular fluid microenvironment characterized by the upregulation of estrogen derivatives and glutathione-related pathways. Transcriptomic analysis of blastocysts showed significant upregulation of the rate-limiting genes steroidogenic acute regulatory protein (STAR) and 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR), suggesting a potential role in promoting the synthesis of reproductive hormones and maintaining the progress of embryo development. The in vitro study showed that MT supplementation at a concentration of 10^−7^ mol/L in oocyte maturation media significantly improved cleavage rates, blastocyst rates, and total blastocyst cell numbers compared to the control. In vitro evaluations demonstrated that MT scavenged intracellular reactive oxygen species (ROS), while transcriptomic analysis indicated a reprogramming of the embryonic transcriptome. These transcriptomic changes were associated with the AMPK, FoxO, and autophagy pathways, as well as the modulation of endoplasmic reticulum stress and cellular senescence. The results from both the in vivo and in vitro studies suggested that MT supplementation was associated with a follicular microenvironment favorable for oocyte growth and protected embryos from oxidative damage. Therefore, MT supplementation effectively reduced the disrupted oocyte development caused by OPU and improved oocyte recovery and quality in general. These findings provide promising experimental evidence for the potential application of MT in dairy breeding and offer insights into the associated molecular pathways. However, further functional validation is required to fully elucidate the underlying mechanisms and establish its large-scale applicability.

## 1. Introduction

Assisted reproductive technologies (ARTs), including ovum pick-up (OPU) combined with in vitro embryo production (IVEP), sex-sorted semen, and embryo transfer are pivotal processes in modern cattle breeding. These technologies help to improve genetic selection and accelerate generation turnover [1,2]. In addition, they also contribute to minimizing the environmental footprint of dairy operations by boosting individual productivity. OPU is an essential procedure that enables high-frequency oocyte collection from the selected dairy cow to collect an average of 15 to 25 oocytes per session and potentially to generate over 50 offspring per donor annually [3,4]. OPU can also be successfully applied to prepubertal heifers, pregnant cows, and cows with uterine pathologies, accelerating the genetic advancement beyond the limitations of conventional multiple ovulation and embryo transfer (MOET) [3,4]. Consequently, the global application of OPU-IVEP has been significantly adopted, with the OPU-in vitro-produced embryo numbers outpacing in vivo-derived embryos nearly fourfold [5,6].

However, the rapidly applied implementation of OPU-IVEP has shortcomings regarding the compromised developmental competence of retrieved oocytes, and this constrains its optimal efficiency [7,8]. This is because both the quality and the quantity of the OPU oocytes are impacted by this process. Additionally, in vitro-matured oocytes suffer from oxidative stress, mitochondrial dysfunction, and incomplete cytoplasmic maturation, resulting in pregnancy rates 10–40% lower than those achieved with in vivo-derived embryos [7,8]. To address these constraints, donor metabolic management, follicle synchronization protocols, and targeted antioxidant strategies have been employed to fully capitalize on OPU technologies for dairy cattle breeding. Even though these procedures effectively circumvent some of the physiological limitations of standard MOET regimens, the overall outcomes of OPU-IVEP remain dependent on the quality and yield of retrieved cumulus–oocyte complexes (COCs) [9,10]. A tightly regulated follicular microenvironment is essential for oocytes to acquire full developmental competence [11], and the mechanical follicle aspiration combined with frequently exogenous gonadotropin stimulation occurring in OPU will inevitably compromise ovarian homeostasis [12,13]. These mechanical and endocrine stresses trigger systemic inflammation, leading to local inflammatory responses, redox imbalances, and metabolic dysregulation within the follicular fluid. These perturbations induce granulosa cell apoptosis and accelerated follicular atresia, ultimately undermining both oocyte retrieval yield and developmental competence. It has been reported that excessive intracellular reactive oxygen species (ROS) accumulation disrupts mitochondrial structural integrity and induces DNA double-strand breaks in oocytes [14,15]. Concurrently, immune cytokine dynamics shift toward a pro-inflammatory profile during post-OPU in oocytes [16]. Since the follicular fluid serves as the immediate microenvironmental niche supplying nutrients, energy substrates, and signaling molecules, the metabolic dysregulation, particularly in steroidogenesis and redox maintenance pathways, directly impairs oocyte maturation [17]. Therefore, strengthening endogenous antioxidant capacity, dampening inflammatory signaling, and optimizing follicular metabolic profiles represent promising avenues for improving OPU-IVEP efficacy [18,19].

MT is a polytropic molecule that regulates redox homeostasis, immune responses, circadian rhythms, and cellular metabolism [20,21]. It has been well-documented that in the female reproductive system of mammals, MT acts as a direct free-radical scavenger and also concurrently upregulates the endogenous antioxidant enzymes to mitigate oxidative damage [22,23], and this has been observed within the ovarian environment [24]. MT also orchestrates the balance between pro- and anti-inflammatory cytokines, shielding the follicular niche and the systemic circulation from immune disruption [25,26] and reprograms cellular energy utilization and lipid synthesis to maintain a nutrient-rich follicular fluid that supports oocyte competence [27]. In vitro studies have demonstrated that MT supplementation during oocyte maturation enhances nuclear and cytoplasmic maturation and the subsequent blastocyst formation rate in cattle. These effects are mediated via MT1 and MT2 G-protein coupled receptors, which trigger the expression of key genes (e.g., *HAS2*) governing cumulus expansion and antioxidant defense [28]. Furthermore, the in vivo studies with subcutaneous MT implants (40–80 mg) in ruminants show enhanced superovulatory responsiveness, higher corpora lutea counts, and greater numbers of viable embryos, culminating in improved pregnancy success [29]. Despite these promising findings, the effects of MT on OPU have not been fully investigated. Therefore, it remains largely unknown whether MT can alleviate the combined oxidative, endocrine, and metabolic stresses caused by routine OPU procedures in Holstein cows.

In this study, we aim to systematically explore the potential effects of MT on routine OPU procedures in Holstein cows. To achieve this goal, we have constructed protocols to measure the potential interactions between MT administration and exogenous follicle-stimulating hormone (FSH) stimulation during in vivo superstimulation and an integrated assessment linking in vivo follicular fluid metabolomics with in vitro embryo transcriptomics. The results show that subcutaneous administration of 80 mg MT per injection (cumulative dose: 320 mg) markedly improves in vivo oocyte quality. These improvements were associated with reduced circulating progesterone levels and alterations in the follicular fluid metabolic microenvironment, correlating with the upregulation of glutathione-related antioxidant pathways and increased STAR and HMGCR expression. Additionally, in vitro supplementation with 10^−7^ mol/L MT enhances early embryonic development and reduces intracellular ROS levels. Concurrently, transcriptomic reprogramming indicates a potential involvement of AMPK/FoxO-related pathways and suggests a downregulation of endoplasmic reticulum (ER) stress signatures. Overall, the in vitro and in vivo studies of MT supplementation offer a practical approach to maximize OPU efficiency in dairy cattle breeding.

## 2. Materials and Methods

### 2.1. Animals

*In vivo*, this study was conducted at the farm of the Inner Mongolia Saikexing Institute of Breeding and Reproductive Biotechnology in Domestic Animals, Hohhot, Inner Mongolia Autonomous Region, China (40.515396° N, 111.843311° E). Healthy, nulliparous Holstein heifers at approximately 13 months of age with a similar body condition score (BCS = 3.0) were randomly selected as donors. In vitro, the ovaries were collected from a local slaughterhouse. All experimental cows were raised and managed under identical environmental conditions, and all animal experiments were approved by the Animal Ethics Committee of China Agricultural University (Approval Code: AW01806202-1-11 on 5 June 2024).

### 2.2. Experimental Design

Criteria for excluding animals or data points were not established a priori. Forty healthy nulliparous Holstein heifers (approximately 13 months of age) with good reproductive function and high breeding value were selected. To ensure an equal distribution of age, a stratified randomization approach was applied to allocate the animals into four groups (one control group and three MT treatment groups).

The treatment regimens were as follows: The day of GnRH (Ningbo Sansheng Biological Technology, Ningbo, China) injection (25 μg/head) was designated as day 0. FSH (Ningbo Second Hormone Factory, Ningbo, China) was injected intramuscularly according to the following schedule: at 5:00 p.m. on day 1; at 9:00 a.m. and 5:00 p.m. on day 2; and at 9:00 a.m. on day 3. Concurrently with each of the four FSH injections, cows in the MT treatment groups were subcutaneously injected with 40, 80, or 120 mg MT (Sigma-Aldrich Corporation, St. Louis, MO, USA) per administration. Consequently, over the course of the superstimulation protocol, the cumulative MT dose received by each animal in the respective treatment groups was 160, 320, or 480 mg. The control group received an equal volume of normal saline at each time point (Figure 1B).

OPU was performed on day 4. Blood samples were collected prior to GnRH injection on day 0, prior to FSH injection on day 3, and 1 h after the completion of the OPU procedure on day 4 (which corresponded to 24–26 h after the final exogenous FSH injection) for the measurement of inflammatory factors, oxidative stress indicators, and reproductive hormones. Follicular fluid was also collected during the OPU procedure on day 4 for metabolomic analysis. All experimental animals were housed under identical environmental conditions and subjected to standard farm management practices.

### 2.3. Ovum Pick-Up (OPU) Procedure

The cows were anesthetized with 5 mL of 5% lidocaine hydrochloride (Harbin Sanma Veterinary Medicine Co., Ltd., Harbin, China). After cleaning the feces, the ovaries were stabilized by rectal palpation. Follicles with 2–8 mm in diameter were punctured under ultrasound guidance (IBEX Pro; E.I Medical Imaging, Zhengzhou, China), and the follicular fluid was collected into a preheated 50 mL centrifuge tube. After transport to the laboratory, the follicular fluid was washed and filtered repeatedly through an oocyte collection cup. Once the fluid became clear, oocytes were identified and collected under a microscope. Oocyte quality was classified into four grades (A, B, C, and D) according to morphological characteristics.

### 2.4. Collection and Culture of Oocytes

The healthy bovine ovaries collected from a slaughterhouse in Hohhot City were washed and stored in preheated normal saline containing gentamicin (Ruicheng Lvman Biopharmaceutical Co., Ltd., Ruicheng, China) and transported to the laboratory within 4 h. The tissue surrounding the ovaries was removed, and follicular fluid was aspirated from follicles with 2–8 mm diameters by a 20 mL syringe. Cumulus–oocyte complexes (COCs) with uniform cytoplasm and intact surrounding granulosa cell layers were selected under a stereomicroscope (SMZ745T; Nikon, Tokyo, Japan). The COCs were washed three times with the oocyte manipulation medium. For each experimental run, the collected COCs were pooled and randomly allocated into four groups. They were then transferred into BO-IVM medium (Huayuehang Instrument Co., Ltd., Guangzhou, China, Cat. No.: 71001) and treated with MT at concentrations of 0 (control), 10^−4^, 10^−7^, and 10^−10^ mol/L. All four treatments were performed concurrently within each run. The COCs were cultured in a cell incubator (NUAIR-NU-5510E; NuAire, Plymouth, MN, USA) at 38.5 °C with 5% CO_2_ and saturated humidity for 22 h, with 50 COCs cultured per 500 μL of medium. One independent biological replicate was defined as a distinct batch of COCs collected and processed on a single day. The entire in vitro experiment was repeated for a total of four independent biological replicates.

### 2.5. In Vitro Fertilization (IVF)

Fertilization droplets of 90 μL BO-IVF (Cat. No.: 71004) were prepared in a 60 mm dish and equilibrated for 4 h at 38.5 °C. Mature oocytes were transferred to oocyte manipulation medium, washed three times, and then further washed three times with the fertilization droplets before fertilization. The frozen semen was removed from the liquid nitrogen tank and thawed in a 38 °C water bath for 1 min. Then, the semen was transferred to a centrifuge tube containing semen washing solution (Huayuehang Instrument Co., Ltd., Guangzhou, China, Cat. No.: 71003) for centrifugation at 1500 r/min for 5 min. After two centrifugation cycles, the sperm suspension was slowly added to the fertilization droplets containing the oocytes, and the final sperm concentration was adjusted to 1 × 10^6^ cells/mL. The mixture was incubated at 38.5 °C with 5% CO_2_ and saturated humidity for 18–22 h.

### 2.6. In Vitro Embryo Culture (IVC)

First, the zygotes were gently pipetted to remove the surrounding cumulus cells and then washed three times with preheated development medium (Huayuehang Instrument Co., Ltd., Guangzhou, China, Cat. No.: 71005). After 22–24 h of in vitro fertilization, the treated zygotes were transferred to pre-equilibrated development medium microdrops and cultured in a tri-gas incubator (K-MINC-1000; Cook Medical, Bloomington, IN, USA) with 5% O_2_, 5% CO_2_, and saturated humidity. The day of fertilization was designated as day 0. Cleavage was assessed after 48 h of culture, and the number of blastocysts was recorded at 168 h.

### 2.7. ROS and DAPI Staining

To investigate whether MT supplementation affects ROS levels in oocytes, these levels were first assessed. 2′,7′-dichlorofluorescin diacetate (DCFH-DA) is a fluorogenic dye used to measure ROS activity. DCFH-DA itself is non-fluorescent and can freely cross the cell membrane. After cellular uptake, DCFH-DA is deacetylated by cellular esterases to a non-fluorescent compound, which is later oxidized by ROS into 2′,7′-dichlorofluorescein (DCF). DCF is a fluorescent compound with maximum excitation and emission wavelengths of 495 nm and 529 nm, respectively. Samples were fixed with 4% paraformaldehyde for 15 min and then washed with DPBS. Subsequently, the samples were stained with DAPI (1 μg/mL) for 10 min at room temperature in the dark. After washing, the samples were observed and photographed under a fluorescence microscope (FLUOVIEW FV1000; Olympus Corporation, Tokyo, Japan). To ensure accurate quantitative comparisons, all experiments were performed with at least three independent biological replicates (defined as independent experimental runs conducted on different days using distinct batches of oocytes or embryos). For ROS quantification in oocytes, approximately 10 oocytes were analyzed per replicate. For blastocyst evaluation, including cell counting based on DAPI-positive nuclei and ROS assessment, 3 blastocysts were randomly selected and imaged per biological replicate. Image exposure parameters were kept strictly constant across all comparative groups, and the total number of cells was counted using ImageJ (version 2.14.0; NIH, Bethesda, MD, USA).

### 2.8. Detection of Antioxidants, Immune Factors, and Related Indicators in Serum

Serum concentrations of follicle-stimulating hormone (FSH), luteinizing hormone (LH), progesterone (P4), and estradiol (E2) were quantified using enzyme-linked immunosorbent assay (ELISA) kits (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). The assays were performed by Beijing Jinhaikeyu Biological Technology Development Co., Ltd. (Beijing, China). The specific catalog numbers are as follows: FSH (Cat: JH00159), LH (Cat: JH00160), P4 (Cat: JH00163), and E2 (Cat: JH00164). The analytical sensitivities of the assays were <0.1 mIU/mL for FSH, <0.1 mIU/mL for LH, <0.1 ng/mL for P4, and <0.1 pg/mL for E2. The intra-assay and inter-assay coefficients of variation (CV) were less than 10% and 15%, respectively. Furthermore, to minimize potential interference of the exogenous FSH on the quantification of endogenous FSH, blood collection on day 4 was performed 24–26 h after the final exogenous FSH injection.

### 2.9. Metabolomics Analysis

On day 4, follicular fluid was collected during OPU from Holstein cows in the 80 mg/injection MT treatment group (*n* = 6) and the control group (*n* = 6); the fluid was centrifuged for 10 min. The resulting supernatant was initially frozen at −20 °C and subsequently transferred to liquid nitrogen for storage prior to metabolomic analysis. Untargeted metabolomics analysis was performed using an ultra-high-performance liquid chromatography Fourier transform mass spectrometry (UHPLC-FTMS) system. The detailed procedures were as follows:

(1) Sample preparation: A 100 μL aliquot of each sample was mixed with 400 μL of pre-cooled extraction solvent (acetonitrile: methanol = 1:1, *v*/*v*) containing 0.02 mg/mL L-2-chlorophenylalanine as an internal standard. The mixture was vortexed for 30 s and sonicated at low temperature (5 °C, 40 kHz) for 30 min. Following incubation at −20 °C for 30 min, the samples were centrifuged at 12,000 rpm for 15 min at 4 °C. The supernatant was collected, evaporated under a gentle stream of nitrogen, and the residue was reconstituted in 100 μL of solvent (acetonitrile: water = 1:1, *v*/*v*). After a second sonication (5 °C, 40 kHz, 5 min) and centrifugation at 12,000 rpm (4 °C, 10 min), the final supernatant was transferred to an autosampler vial equipped with a glass insert for LC-MS/MS analysis.

(2) Quality control (QC): QC samples were prepared by pooling equal volumes of all experimental samples. To monitor system stability and analytical reproducibility, one QC sample was injected after every 5 to 15 experimental samples throughout the analytical run.

(3) LC-MS/MS analysis: Metabolomic profiling was conducted using a Thermo Scientific UHPLC-Q Exactive HF-X mass spectrometry system (Majorbio Bio-Pharm Technology Co., Ltd., Shanghai, China).

(4) Chromatographic conditions: A 3 μL aliquot of the sample was injected onto an HSS T3 column (100 mm × 2.1 mm i.d., 1.8 µm) maintained at 40 °C, with a flow rate of 0.40 mL/min. The mobile phase consisted of solvent A (95% water and 5% acetonitrile, containing 0.1% formic acid) and solvent B (47.5% acetonitrile, 47.5% isopropanol, and 5% water, containing 0.1% formic acid).

(5) Mass spectrometry conditions: Data acquisition was performed in both positive (ESI+) and negative (ESI-) electrospray ionization modes with a mass range of 70–1050 m/z. The operational parameters were set as follows: sheath gas flow rate, 50 psi; auxiliary gas flow rate, 13 psi; auxiliary gas heater temperature, 425 °C; ion spray voltage, 3500 V (positive mode) and −3500 V (negative mode); ion transfer tube temperature, 325 °C; and normalized collision energy (NCE), 20, 40, and 60 eV.

(6) Data analyses: No animals or biological samples were excluded from the analysis. For the metabolomic analyses, standard quality control filtering was applied to remove low-quality features, but no entire sequencing libraries or sample replicates were excluded. All data analyses were performed using R software (version 4.2.2) and MetaboAnalyst 5.0. Unsupervised principal component analysis (PCA) was initially conducted to visualize the overall separation between the MT treatment and control groups and to screen for potential outliers (defined as samples outside the 95% confidence ellipse). No samples fell outside this ellipse; therefore, all samples were retained for subsequent downstream analyses**.** Supervised orthogonal partial least squares discriminant analysis (OPLS-DA) was then applied to maximize metabolic discrimination between the groups. The robustness of the OPLS-DA model was validated via a 200-iteration permutation test, with R^2^Y > 0.5 and Q^2^ > 0.4 indicating a valid model. Differentially abundant metabolites (DAMs) were identified using a combination of multivariate and univariate criteria: variable importance in projection (VIP) > 1 from the OPLS-DA model, *p* < 0.05 from Student’s *t*-test (based on normalized peak areas and adjusted using the Benjamini–Hochberg false discovery rate method), and |fold change (FC)| > 1.2. Functional enrichment analysis of the DAMs was performed using the KEGG database to identify significantly perturbed metabolic pathways (Fisher’s exact test, FDR-adjusted *p* < 0.05). Furthermore, Pearson correlation analysis was conducted to evaluate the linear relationships between key DAMs and oocyte quality parameters, with statistical significance defined as *p* < 0.05. The differentially abundant metabolites, identified using FDR-adjusted *p* < 0.05 alongside VIP and fold-change thresholds, are listed in Table S1.

### 2.10. Blastocyst Transcriptomic Sequencing

Blastocysts from the MT-treated ($10^{-7}$ mol/L) (*n* = 3) and control (*n* = 3) groups were snap-frozen in liquid nitrogen and stored at −80 °C until RNA isolation. For each group, the three biological replicates were obtained from three independent in vitro production (IVP) runs. Each biological replicate consisted of a pool of 3 blastocysts. The transcriptomes of the blastocysts were evaluated using the Smart-seq2 protocol [30]. Briefly, total RNA was extracted, and libraries were constructed and sequenced on an Illumina NovaSeq 6000 platform.

For data processing, fastp (v0.20.1) and FastQC (v0.11.9) were used for data quality control [31]. The principal RNA-seq quality-control metrics for each biological replicate, including sequencing depth, proportion of retained clean reads, and mapping rate, are detailed in Supplementary Table S2. Clean reads were aligned to the bovine reference genome (Bos_taurus.ARS-UCD1.3) with the corresponding genome annotation (Bos_taurus.ARS-UCD1.3) using STAR 2.7.9a software [32]. Gene counting was performed with featureCounts (Subread 1.6.3) [33], and DESeq2 [34] was used to identify differentially expressed genes. Genes showing significant differences (FDR-adjusted *p* < 0.05) were subjected to GO enrichment analysis with g:Profiler [35]. Additionally, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using g:Profiler. The Bos taurus genome was used as the background gene set. The statistical significance of enrichment was determined using a hypergeometric test, and pathways with an FDR-adjusted *p*-value < 0.05 (after multiple-testing correction) were considered significantly enriched. No embryos were excluded from the analysis. For the transcriptomic analyses, standard quality control filtering was applied to remove low-quality features, but no entire sequencing libraries or sample replicates were excluded. The differentially expressed genes are listed in Table S3.

### 2.11. Statistical Analysis

All animals were included in the final analysis. Unless otherwise specified, for endpoints measured only at a single time point, a standard one-way ANOVA was utilized, followed by Tukey’s post hoc test. Data are presented as mean ± standard error of the mean (SEM). A *p*-value < 0.05 was considered statistically significant. Data were analyzed using GraphPad Prism (version 8.0.2, GraphPad Software, La Jolla, CA, USA). Because the experimental design involved repeated measurements on the same animals over time, data were analyzed using a Mixed-Effects Model rather than treating repeated measurements as independent observations. The individual cow was considered the experimental unit. In the model, melatonin treatment dose, time, and the treatment × time interaction were entered as fixed effects, while cow identification number was included as a random effect to account for within-subject correlation. The assumption of normality was verified by inspecting the Q-Q plots of the model residuals. Where a significant main effect or interaction was detected, post hoc pairwise comparisons were performed using Tukey’s multiple comparisons test to adjust for multiple comparisons. For the in vitro embryo development experiments, the experimental unit was defined as an independent in vitro production (IVP) run. Oocytes collected within a single run were pooled and randomly allocated to the respective treatment groups. Developmental outcomes (cleavage and blastocyst rates) were calculated per independent run, and statistical analyses were performed at the replicate level, rather than at the individual oocyte/embryo level. Similarly, to avoid pseudoreplication in the downstream assays evaluating oxidative stress and blastocyst quality, the independent IVP run was maintained as the experimental unit. Data from individual oocytes or blastocysts sampled within the same run were averaged to generate a single run-level mean. Statistical analyses for these parameters were then performed using these run-level means (*n* = 4 independent runs).

## 3. Results

### 3.1. Effects of MT Supplementation on Superovulation Performance and Oocyte Quality in Holstein Cows

In the in vivo study, Holstein cows were subjected to a standard FSH superovulation protocol combined with subcutaneous MT supplementation at doses of 0, 40, 80, and 120 mg before OPU (Figure 1A,B). Representative ultrasonography was performed to monitor follicular development during the OPU procedure (Figure 1C). After OPU, the morphological grading of the recovered cumulus-oocyte complexes (COCs) showed markedly improved overall oocyte quality in the 80 mg/injection MT-treated group, which yielded the highest total count and percentage of high-quality Grade A oocytes compared to the control and 120 mg/injection MT groups (*p* < 0.001) (Figure 1E,I). Conversely, both the number and proportion of poor-quality Grade D oocytes were significantly reduced in the 80 mg/injection MT-treated group compared to the control (*p* < 0.001) (Figure 1H,L). Although the absolute counts of Grade B and C oocytes did not differ among groups (Figure 1F,G), the proportions of Grade B oocytes were significantly elevated in the 40 and 80 mg/injection MT groups compared to the control group (*p* < 0.05) (Figure 1J). These results indicated that 80 mg MT per administration (cumulative dose: 320 mg) was the most effective dose among those evaluated for enhancing the morphological quality and yield of in vivo recovered COCs; therefore, further investigations of the follicular microenvironment were conducted using this dose.

### 3.2. Effects of MT on the Metabolic Profile of Bovine Follicular Fluid

To identify the effects of MT on the follicular fluid metabolome, untargeted metabolomics was performed. Principal component analysis (PCA) in both negative (Figure 2A) and positive (Figure 2B) ion modes revealed a distinct separation between the MT and control (CON) groups, indicating a fundamental shift in the global metabolic profile following MT supplementation. To maximize the metabolic discrimination between the MT treatment and control groups, supervised orthogonal partial least squares discriminant analysis (OPLS-DA) was applied. The OPLS-DA score plots (Figure 2C,D) clearly confirmed a distinct separation between the two groups in both ionization modes. Furthermore, the robustness of the OPLS-DA models was validated using a 200-iteration permutation test. For the positive ionization mode, the model exhibited strong explanatory and predictive capabilities with R^2^Y = 0.998 and Q^2^ = 0.994. The permutation test confirmed the model was not overfitted, as indicated by the y-intercepts (R^2^ intercept = 0.3144, Q^2^ intercept = −0.4235). Similarly, for the negative ionization mode, the model yielded R^2^Y = 0.999 and Q^2^ = 0.997, with the permutation test also indicating a valid model without overfitting (R^2^ intercept = 0.2748, Q^2^ intercept = −0.4301) (Figure 2E,F). Volcano plots visualized the differentially abundant metabolites (DAMs), revealing 279 significantly upregulated and 128 downregulated metabolites in the positive ion mode, as well as 300 upregulated and 144 downregulated metabolites in the negative ion mode in the MT group compared to the control group (Figure 2G,H). The hierarchical clustering of the top DAMs showed highly consistent intra-group metabolic patterns and distinct inter-group variations (Figure 2I). KEGG pathway enrichment analysis showed that these DAMs were significantly enriched in critical metabolic pathways, including nucleotide metabolism, purine metabolism, thermogenesis, and the AMPK signaling pathway (Figure 2J). Thus, MT appears to optimize the follicular microenvironment primarily by modulating energy homeostasis and nucleotide biosynthesis, which we examined in detail in the following studies.

### 3.3. Effects of MT on Glutathione Metabolism and Systemic Oxidative Stress

For the redox-related pathways, the glutathione metabolism pathway was significantly upregulated in the follicular fluid of the 80 mg/injection MT group compared with the control. This included significant increases in the relative abundances of key glutathione derivatives, namely S-lactoylglutathione, oxidized glutathione, S-hydroxymethylglutathione, cysteine-glutathione disulfide, and S-(2-hydroxyethyl) glutathione (*p* < 0.001) (Figure 3A–F).

The results also showed that this local metabolic shift yielded systemic physiological benefits during superovulation and OPU. On day 4 (post-OPU), the serum concentrations of the stress hormone cortisol (COR) (*p* < 0.01) (Figure 3G) and the lipid peroxidation marker malondialdehyde (MDA) were significantly reduced (*p* < 0.05) (Figure 3I), while the activities of antioxidant enzymes including superoxide dismutase (SOD) (*p* < 0.001) and glutathione peroxidase (GSH-Px) (*p* < 0.05) were significantly increased in the MT group compared to the control group (Figure 3H,J). The results confirmed the protective effects of MT on OPU-induced physiological and oxidative stress.

### 3.4. Effects of MT on Follicular Steroidogenesis and Systemic Reproductive Hormone Profiles

The metabolomic analysis of the follicular fluid also revealed the beneficial effects of MT on steroidogenesis. The relative abundances of key steroid hormones and estrogen derivatives, including 11β-hydroxyandrost-4-ene-3,17-dione, estriol, estriol 16α-(β-D-glucuronide), modrastane, epimestrol, and estrone, were significantly increased in the 80 mg MT per injection (cumulative dose: 320 mg) compared with the control (*p* < 0.001) (Figure 4A–F). This enhanced estrogenic microenvironment within the follicles is essential for oocyte maturation.

The results showed that this local steroidogenic shift was accompanied by systemic endocrine alterations. On day 4 post-OPU, MT-treated cows exhibited significantly higher serum levels of follicle-stimulating hormone (FSH) (*p* < 0.01) (Figure 4H), and lower progesterone (P4) compared to the control group (*p* < 0.05) (Figure 4I). This high level of FSH provided sustained gonadotropic support for follicular development, and the lower serum P4 indicated an altered endocrine profile with reduced circulating progesterone following the OPU procedure. On day 4, the luteinizing hormone (LH) and estradiol (E2) levels were numerically higher in the MT group compared to the control group, although these differences did not reach statistical significance (Figure 4G,J). Collectively, these results demonstrated that MT optimizes both the local and systemic endocrine milieu to support superovulation.

### 3.5. Effects of MT Supplementation on In Vitro Maturation and Early Embryonic Development of Bovine Oocytes

To determine whether MT exerts a direct beneficial effect on oocyte quality independent of the maternal systemic environment, several concentrations of MT (0, 10^−4^, 10^−7^, and 10^−10^ mol/L) were added to the oocyte in vitro maturation (IVM) medium. The morphological evaluation at the germinal vesicle (GV), metaphase II (MII), and blastocyst (168 h) stages revealed that MT, particularly at 10^−7^ mol/L, significantly promoted cumulus cell expansion and blastocyst formation compared to the control (Figure 5A). Quantitative analysis confirmed these dose-dependent effects of melatonin on oocyte maturation. The cleavage rate (Figure 5C) and the blastocyst rate (Figure 5D) were significantly higher in the 10^−7^ mol/L group compared to the control (*p* < 0.05). Notably, the highest concentration (10^−4^ mol/L) appeared to have deleterious effects, yielding significantly lower developmental rates compared to the control or other melatonin-treated group (*p* < 0.01) (Figure 5C,D). These in vitro findings showed that 10^−7^ mol/L was the most effective concentration among those evaluated for directly enhancing bovine oocyte quality and subsequent embryonic development, prompting a closer look at the underlying cellular mechanisms.

### 3.6. Effects of MT on Oxidative Stress in MII Oocytes and Subsequent Blastocyst Quality In Vitro

The results from the DCFH-DA staining in MII stage oocytes showed that supplementation with 10^−7^ mol/L MT significantly decreased the ROS fluorescence intensity compared with the control and the other MT-treated groups (*p* < 0.05) (Figure 6C). Conversely, the 10^−4^ mol/L MT treatment significantly increased ROS accumulation compared to all other groups. Furthermore, DAPI staining of the resulting blastocysts (Figure 6B) demonstrated that the 10^−7^ mol/L MT group had a significantly higher total cell number per blastocyst than the control and other MT groups (*p* < 0.001) (Figure 6D). In contrast, the 10^−4^ mol/L MT group exhibited the lowest cell count among all groups, confirming its deleterious effect on embryo viability.

### 3.7. The Potential Molecular Mechanisms of MT in the Development of Bovine Blastocysts Evaluated by Smart-Seq2 Profiling

The results of Smart-seq2 showed that the overall gene expression distribution (log_10_ TPM) was highly consistent across all biological replicates, indicating reliable sequencing reproducibility (Figure 7A). 

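Blastocysts from oocytes matured for 22 h with 1e-07 mol/L MT were compared with blastocysts from oocytes matured without MT. Each group had 3 libraries, and each library came from a pool of 3 blastocysts. The MT concentration and the size of the pools were taken from the paper, because the sample labels give only the group and a replicate number. The paper names the Smart-seq2 protocol, which amplifies full-length cDNA from a few cells, whereas the labels name a TruSeq kit, so the library chemistry behind the values is uncertain. According to the paper, reads were aligned to the bovine genome ARS-UCD1.3 and counted on genes, and the authors deposited values in TPM, which divide the reads of a gene by its length and by the total of the library. The step from counts to TPM is not described in the paper's text. TPM keeps no counts, so the sequencing depth behind each value is unknown, and the paper's Table S2 on depth was not used here. The table held 36075 genes under Ensembl identifiers, 20337 of them with a gene symbol, and 19787 were at 0 in all 6 libraries. The listed TPM summed to 937698, 936783 and 937324 in the control libraries and to 913707, 912686 and 913422 in the MT-treated libraries. Values were transformed to log2(TPM + 1), and the 11953 genes with a TPM of at least 1 in at least 3 libraries were tested. Differences between MT-treated and control blastocysts were tested with limma, which shares the estimate of the spread across genes, and p-values were adjusted with the Benjamini-Hochberg method. With 3 libraries in each group, an exact two-sided permutation test of a single gene cannot give a p-value under 0.1. A gene can be listed at 0 because its transcript was absent or because it was not captured or counted, so for a gene listed at 0 throughout a group the TPM of each library is given, and the fold change of the main fit is not printed in the text.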

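The number of genes with a TPM above 0 was 8934, 8953 and 8854 in the 3 control libraries and 14372, 14382 and 14408 in the 3 MT-treated libraries. Over these genes, the median log10 TPM was 1.32 ± 0.0115 (SD, n = 3) in control and 1.03 ± 0.00107 (SD, n = 3) in MT-treated blastocysts. Every MT-treated library had a lower median and more detected genes than every control library (exact permutation test, two-sided, p = 0.1 for both, the smallest p-value that 3 libraries against 3 allow). The difference of -0.291 in the median log10 TPM moved most, to -0.365, when only genes with a TPM of at least 1 were counted. Within a group, the Pearson correlation of log2(TPM + 1) across the tested genes lay between 0.991 and 0.999 for each pair of libraries. Between the groups it lay between 0.544 and 0.546. These are correlations across genes, which are not independent replicates. The median over genes of the SD between replicates was 0.0226 in control and 0.0634 in MT-treated blastocysts on the log2 scale, while the median size of the difference between the groups was 1.98. Genes listed at 0 throughout a group have no spread there, which lowers the median SD. Among the tested genes these were 4037 in control and 360 in MT-treated blastocysts. Over 2992 genes with a TPM of at least 20 in all libraries, the median coefficient of variation was 2.07% in control and 2.56% in MT-treated blastocysts. The p-values by limma rest on the spread between these libraries. Whether that spread covers the variation between independent pools of embryos could not be tested.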

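At an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), 7367 genes were higher and 4071 were lower in MT-treated than in control blastocysts, together 95.7% of the 11953 genes tested. With a difference of at least 2-fold on the log2(TPM + 1) scale as a further condition, 6096 genes were higher and 2344 were lower. Of the 6096 higher genes, 4037 (66.2%) were listed at 0 in all 3 control libraries. Of the 2344 lower genes, 360 (15.4%) were listed at 0 in all 3 MT-treated libraries. The MT-treated values all lay on one side of the control values for 11484 genes (96.1%), where chance gives 10%. Of the alternatives set before the data were examined, quantile normalization, which gives every library the same distribution, moved the number of higher genes most, to 3085 higher and 3111 lower genes with a difference of at least 2-fold. Higher genes then made up 49.8% of the genes with such a difference, in place of 72.2%. The 5988 genes with a TPM of at least 1 in all 6 libraries had a median log2 fold change of -0.27. With each library centred on the median of those genes, a shift of -0.48 between the groups was removed and the share of higher genes was 79.6%. Among the 6925 tested genes above 0 in all 6 libraries, a restriction chosen after seeing the data, 1539 genes were higher and 1895 lower by at least 2-fold. That restriction leaves out more genes that rose from 0 than genes that fell to 0.
The 5 largest rises among called genes with a symbol were in genes listed at 0 in every control library. POLR3K, a subunit of RNA polymerase III, had 293, 297 and 294 TPM in the MT-treated libraries. MED21, a subunit of the mediator complex, had 213, 204 and 199.6 TPM. Of 3 genes that encode mitochondrial proteins, TMEM126B had 148, 144 and 147 TPM, MRPL13 137, 142 and 144 TPM and MPV17 138, 141 and 144 TPM. The largest falls were in ANKRD31, with 414, 475 and 395 TPM in the control libraries and 0, 0 and 0.46 in the MT-treated libraries, and in ARHGAP20, with 281, 291 and 268 TPM in the control libraries and 0 in each MT-treated library. SNORA20 and OTOP1 were also listed at 0 in each MT-treated library, with 199, 359 and 187 TPM and 211, 217 and 229 TPM in the control libraries. CCS, the copper chaperone of SOD1, had 187, 204 and 176 TPM in the control libraries and 0, 0.41 and 0 in the MT-treated libraries. Genes with an MT-treated mean of 1 to 5 TPM were at 0 in all control libraries in 56.4% of cases, and those at 20 to 100 TPM in 23.9%.

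**Figure D1:**
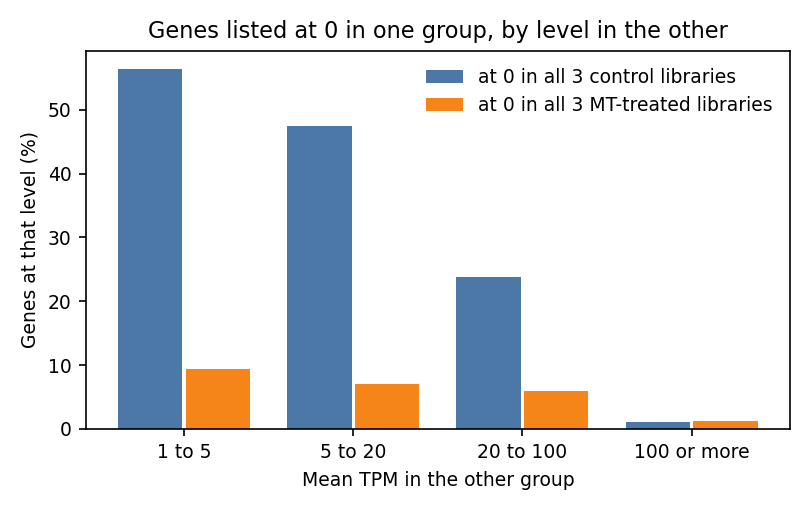
Share of genes (%) listed at 0 in all 3 libraries of one group, by the mean TPM of the gene in the other group. Blue bars show genes at 0 in the control libraries and orange bars genes at 0 in the MT-treated libraries. At 100 TPM or more the shares were 1.12% and 1.21%.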

MA plot analysis identified substantial transcriptomic alterations, with numerous differentially expressed genes (DEGs) upregulated and downregulated in the 10^−7^ mol/L MT-treated blastocysts compared to control (Figure 7B). The Gene Ontology (GO) enrichment analysis associated these DEGs predominantly with the essential cellular components and biological processes, including membrane-bound organelles, protein binding, and metabolic regulation (Figure 7C,D). 

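Gene Ontology annotation was not used here, and 8 families of organelle and protein complex genes were instead collected by their symbols, as fixed before the data were examined. Each family was tested with camera, which asks whether its genes differ from the other tested genes, with adjustment over all 24 gene lists tested. Of 73 cytosolic ribosomal protein genes, 25 were higher and 40 lower in MT-treated blastocysts (camera on limma's statistics, direction down, adjusted p = 0.0108), whereas 61 were higher and 10 lower after median centring, which adds the same amount to every gene of the MT-treated libraries relative to control. RPS9 rose from 154 ± 1.43 to 386 ± 6.39 TPM (SD, n = 3 each) and RPS28 fell from 540.2 ± 3.83 to 242 ± 6.35 TPM (SD, n = 3 each). Of 44 proteasome genes, 16 were higher and 27 lower (camera on limma's statistics, direction down, adjusted p = 0.0221), and 29 were higher and 15 lower after the same centring, under which neither family passed camera. PSMF1, an inhibitor of the proteasome, fell from 81.4 ± 1.25 to 20.8 ± 1.26 TPM (SD, n = 3 each). The other 6 families did not pass the threshold. In the mitochondrial ribosome, 38 of 75 genes were higher and 32 lower, and in respiratory complex I, 24 of 45 were higher and 15 lower. In the nuclear pore, 13 of 20 genes were higher and 7 lower. In the mediator complex, 17 of 27 genes were higher, 11 of them listed at 0 in every control library, and 8 were lower. Among vacuolar sorting genes, 17 of 31 were higher and 13 lower, and among ubiquitin peptidases, 22 of 36 were higher and 13 lower, but with quantile normalization more genes of both families were lower than higher (16 against 13 and 19 against 15). In the mitochondrial ribosome, respiratory complex I, the nuclear pore and the mediator complex, more genes were higher than lower under median centring and quantile normalization as well. The adjusted camera p-values on limma's statistics of these 6 families lay between 0.390 and 0.950. Across all 24 lists, camera called 4, and fry, a test of whether the genes of a list change at all, called all 24, these 4 in the same direction. With a correlation estimated from the 6 libraries, camera called 0 lists, of which 2 had an unadjusted p-value under 0.05.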

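For 6 pathways, lists of member genes were written before the data were examined, from general knowledge of the pathways and not from KEGG. The lists overlap, and cellular senescence shares 28 tested genes with the cell cycle and 21 with FoxO signaling. Called genes in each list were compared with the 10096 tested genes that have a symbol, of which 60.2% were higher and 35.6% lower in MT-treated blastocysts (one-sided Fisher's exact test on limma's calls, adjusted over 48 tests). In autophagy, 29 of 45 genes were higher (64.4%, odds ratio 1.20, adjusted p = 0.956 on limma's calls). In FoxO signaling, 33 of 50 were higher (66%, odds ratio 1.28), and in AMPK signaling, 44 of 68 were higher (64.7%, odds ratio 1.21), both with an adjusted p of 0.9001 on limma's calls. In the cell cycle, 61 of 106 were higher (57.5%, odds ratio 0.894), a share below that of the tested genes as a whole, and 41 were lower. For protein processing in the endoplasmic reticulum, 68 of 128 genes were lower and 54 higher (53.1% lower, odds ratio 2.07, adjusted p = 0.000811 on limma's calls). For cellular senescence, 48 of 106 were lower and 53 higher (45.3% lower, odds ratio 1.504, adjusted p = 0.235 on limma's calls, unadjusted p = 0.0245 by Fisher's exact test). Median centring shifts every gene alike, so the counts of higher and lower genes in a list shift with it, to 70 higher and 56 lower in the endoplasmic reticulum list. Against the other tested genes that list still held more lower genes (odds ratio 2.21, adjusted p = 0.000571 by Fisher's exact test on limma's calls). With quantile normalization, more genes were lower than higher in FoxO signaling (26 against 23), the cell cycle (52 against 45) and senescence (55 against 46). More were higher than lower in autophagy (30 against 13) and AMPK signaling (35 against 32). For autophagy the odds ratio for higher genes was then 2.27, which did not pass (adjusted p = 0.0955 by Fisher's exact test on limma's calls). With all 20337 genes of the table that have a symbol as the background, each of the 6 lists passed the threshold in the direction of Fig. 7E,F, with odds ratios from 2.22 for FoxO signaling to 4.59 for the endoplasmic reticulum list. The tests in the opposite direction then also passed for 3 lists, with odds ratios of 2.47 for lower genes in the cell cycle, 1.51 for higher genes in the endoplasmic reticulum list and 1.54 for higher genes in senescence. That background includes genes at 0 in all libraries, which could not be called. The list test on all fold changes gave adjusted p-values on limma's statistics of 0.649 for autophagy, 0.767 for FoxO signaling, 0.649 for AMPK signaling and the cell cycle, 0.00615 for the endoplasmic reticulum list (direction down) and 0.390 for senescence. After quantile normalization the endoplasmic reticulum list no longer passed this test (adjusted p = 0.226 on limma's statistics), while 76 of its genes were lower and 44 higher and Fisher's exact test on limma's calls still passed (odds ratio 1.82, adjusted p = 0.0136). Of the called higher genes, 11 in autophagy, 23 in FoxO signaling, 27 in AMPK signaling and 25 in the cell cycle were listed at 0 in all control libraries. CCNA2, which is in the lists of AMPK signaling, the cell cycle and senescence, was one of these, with 68.2, 68.4 and 66.4 TPM in the MT-treated libraries. GSK3B in the cell cycle list fell from 173 ± 1.80 to 19.7 ± 0.613 TPM (SD, n = 3 each), and LIN9 in the senescence list fell from 37.8 ± 0.323 to 0.0967 ± 0.0503 TPM (SD, n = 3 each).

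**Figure D2:**
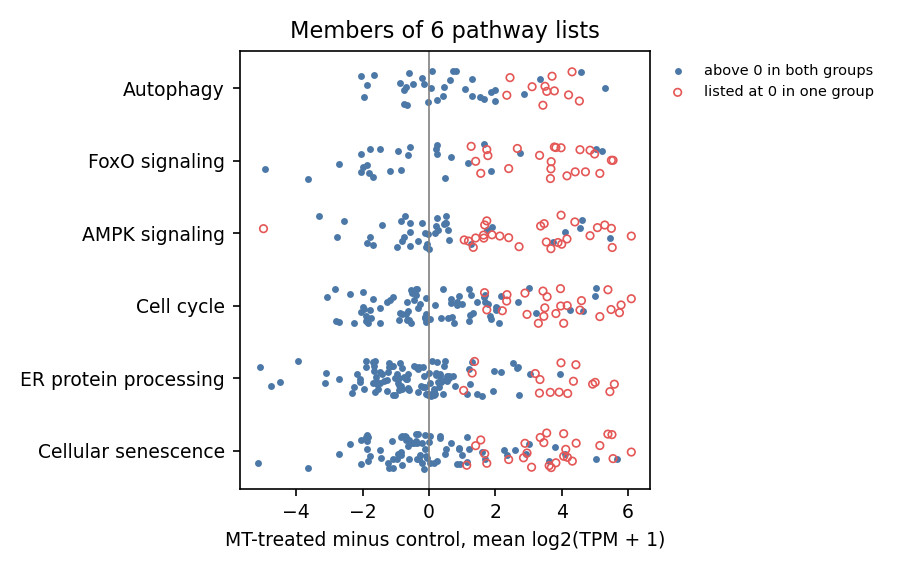
Difference between the means of MT-treated and control libraries on the log2(TPM + 1) scale for each tested member of 6 pathway lists. Filled points are genes above 0 in both groups and open circles are genes listed at 0 in all 3 libraries of one group, whose position depends on the pseudocount. Of the 128 genes of the endoplasmic reticulum list, 16 were higher and listed at 0 in every control library.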

KEGG pathway enrichment analysis provided deeper functional insight, i.e., the upregulated DEGs in the 10^−7^ mol/L MT group were significantly enriched in pathways vital for cellular homeostasis, energy sensing, and proliferation—notably autophagy, the FoxO signaling pathway, the AMPK signaling pathway, and the cell cycle (Figure 7E)—whereas, these downregulated DEGs were highly enriched in pathways associated with cellular stress and aging, such as protein processing in the endoplasmic reticulum (indicative of ER stress) and cellular senescence (Figure 7F). These transcriptomic signatures are consistent with the observed morphological and redox improvements of MT supplementation mentioned above.

### 3.8. Effects of MT on the Transcription of Key Genes Involved in Redox Homeostasis and Steroidogenesis In Vitro

To define the molecular basis of the Smart-seq2 transcriptomic shifts, the expression profiles of key regulatory genes were analyzed. 

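TXNDC16 (ENSBTAG00000010399), which encodes a thioredoxin domain protein, had 2.01 ± 0.132 TPM (SD, n = 3) in control and 22.2 ± 0.350 TPM (SD, n = 3) in MT-treated blastocysts, a log2 fold change of 2.95 (standard error 0.04, adjusted p = 5.57e-09 by limma). FOXRED2 (ENSBTAG00000000015), an oxidoreductase of the endoplasmic reticulum, fell from 8.62 ± 0.326 to 2.48 ± 0.208 TPM (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.06, adjusted p = 4.99e-07 by limma). TXNL4B (ENSBTAG00000006353) fell from 36.3 ± 0.584 to 3.15 ± 0.302 TPM (SD, n = 3 each), a log2 fold change of -3.17 (standard error 0.06, adjusted p = 1.47e-08 by limma). GSTCD (ENSBTAG00000013927), a glutathione S-transferase domain protein, fell from 15.7 ± 0.863 to 1.57 ± 0.195 TPM (SD, n = 3 each), a log2 fold change of -2.70 (standard error 0.07, adjusted p = 7.76e-08 by limma). GSTP1 is listed under 2 identifiers that moved in opposite directions. ENSBTAG00000003548 had 32.7, 33.9 and 34.9 TPM in the control libraries and 0, 0.69 and 0.08 TPM in the MT-treated libraries (adjusted p = 8.18e-07 by limma). ENSBTAG00000051210, the more abundant identifier, rose from 817 ± 10.0 to 1079 ± 16.2 TPM (SD, n = 3 each), a log2 fold change of 0.40 (standard error 0.02, adjusted p = 5.87e-07 by limma). Reads shared between near-identical genes can be assigned to either, so the value of each identifier is uncertain. For all 5 symbols the 3 MT-treated values lay apart from the 3 control values (exact permutation test, two-sided, p = 0.1), and chance gives this for 10% of genes.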

Consistent with the enhanced systemic and local antioxidant capacity, *TXNDC16* was significantly upregulated (*p* < 0.001), whereas *FOXRED2*, *GSTP1*, *TXNL4B*, and *GSTCD* were significantly downregulated in the 10^−7^ mol/L MT group compared to the control (*p* < 0.001) (Figure 8A–C,E,F).

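STAR (ENSBTAG00000033345) was listed at 0 in every control library and had 0.09, 0.12 and 0.17 TPM in the MT-treated libraries, which is higher than only 20.3% of the genes detected in any library. It did not reach the TPM of at least 1 required of tested genes, and in the fit without that filter its adjusted p-value was 0.00163 by limma. STARD3 (ENSBTAG00000011729) had 0.02, 0 and 0.03 TPM in the control libraries and 3.03, 2.75 and 2.16 TPM in the MT-treated libraries (adjusted p = 2.06e-06 by limma). STARD7 (ENSBTAG00000018372) was listed at 0 in every control library and had 40.2, 38.6 and 40.5 TPM in the MT-treated libraries. After quantile normalization the sign was reversed for STARD3, with a log2 fold change of -0.59, and for STAR, which was no longer called. For both genes every MT-treated TPM was still above every control TPM. Quantile normalization gives genes listed at 0 in control a value above 0, so the reversed sign of such low genes does not show a fall. LPCAT3, ACAT2, HSD17B12, STARD10 and CYP3A74 were lower in MT-treated blastocysts, with log2 fold changes of -2.48, -1.58, -1.97, -1.61 and -1.78 and adjusted p-values between 4.22e-09 and 2.09e-07 by limma. The most abundant of these, ACAT2 (ENSBTAG00000002827), fell from 391 ± 5.80 to 130.4 ± 2.74 TPM (SD, n = 3 each). CYP17A1 is listed under 2 identifiers. ENSBTAG00000067148 fell from 30.3 ± 2.42 to 21.8 ± 1.77 TPM (SD, n = 3 each), a log2 fold change of -0.46 (standard error 0.08, adjusted p = 0.00137 by limma), which was 0.02 and no longer called after median centring. ENSBTAG00000064070 was listed at 0 in every control library and had 1.74, 1.98 and 2.19 TPM in the MT-treated libraries. With the redox genes TXNDC16, FOXRED2, GSTP1, TXNL4B and GSTCD, all 15 genes shown in Fig. 8 had an adjusted p-value under 0.05 by limma in the direction plotted there, and all 15 when adjusted over the list alone. The study chose these genes on the same libraries, so the list is not independent evidence.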

For the lipid and steroid metabolism pathways, the expression of STAR (encoding the rate-limiting transport protein for steroidogenesis), *HMGCR* (encoding the rate-limiting enzyme in cholesterol biosynthesis), and *STARD3*, as well as *STARD7* (the lipid transfer genes), were significantly upregulated (*p* < 0.001) (Figure 8I,L,M,O), whereas several other lipid and steroid metabolic genes, including *LPCAT3, ACAT2, HSD17B12, STARD10, CYP17A1*, and *CYP3A74*, were significantly downregulated (*p* < 0.001) (Figure 8D,G,H,J,K,N) in the 10^−7^ mol/L MT group compared to the control. These in vitro transcriptomic observations in blastocysts are biologically complementary to the metabolic and endocrine responses observed in the in vivo studies.

## 4. Discussion

OPU is a critical biotechnology for accelerating breeding and selective gene multiplication in dairy cattle [36,37]. The yield and developmental competence of collected oocytes from OPU serve as the primary determinants of IVEP efficiency [38,39]. The quality and quantity of oocytes are influenced by a variety of factors, including antral follicle count, donor age, breed, reproductive status, and plane of nutrition [40,41,42,43], in addition, the intensive aspiration protocols of OPU negatively impact the quality of the oocytes by inducing local and systemic oxidative stress in the donors. This oxidative stress alters the follicular microenvironment and suppresses oocyte developmental potential [44,45]. Currently, few effective methods have been identified to target the adverse effects of OPU to improve the quality, particularly regarding the local and systemic oxidative stress associated with OPU [46]. MT, as a naturally occurring molecule, exhibits a potent antioxidant capacity which is mediated in both receptor-dependent and/or receptor-independent manners [47]. The beneficial effects of MT on female reproductive physiology in cows and other mammals have been reported [48]. In vitro, its supplementation can impact the quality of the oocytes and their developmental competence [49]. However, its effects on OPU have not been systemically investigated. Thus, in the present study, by integrating the in vivo and in vitro approaches, its multiple potential protective mechanisms in an OPU model were systematically investigated.

It is well known that successful in vivo superovulation heavily relies on a stable endocrine milieu, yet OPU frequently triggers a robust stress response, characterized by elevated cortisol, that can impair gonadotropin secretion and follicular growth [50,51]. These alterations disrupt the endocrine milieu and the microenvironment for oocyte growth. Consistent with this framework, in the in vivo study, 80 mg MT per injection (cumulative dose: 320 mg) was subcutaneously injected into the cows 4 days prior to OPU at the time of each FSH injection (Figure 1B). This MT treatment significantly reduced serum cortisol and malondialdehyde (MDA) concentrations while boosting the activities of the antioxidant enzymes SOD and GSH-Px, indicating that MT blunts the oxidative stress of the follicular aspiration associated with OPU. This antioxidant activity plays an important role in improving the quality of the oocytes. In addition to the redox balance in the microenvironment of oocyte growth, the endocrine-related gonadotropic axis is also a key player. For example, FSH level is one of the most well-characterized determinants of follicle growth and dominant follicle selection. Administration of exogenous FSH stimulates continuous follicle growth and prevents follicles from becoming subordinate, allowing multiple follicles to acquire a dominant phenotype [52,53], while the pre-wave rise and subsequent nadir of endogenous FSH govern follicle recruitment and the selection of a single dominant follicle [54,55]. Treatment with 80 mg MT per injection (cumulative dose: 320 mg) in cows significantly increased their circulating levels of MT, its precursor N-acetylserotonin, and its metabolite 6-hydroxymelatonin (Figure S1). The melatonin and its metabolites were associated with lower P4 concentrations during late stimulation and sustained FSH levels. It is well known that premature elevation of progesterone is a major bottleneck in bovine superovulation, leading to an unfavorable endocrine environment, oocyte aging, and reduced fertilization capacity. The actions of melatonin, which were associated with sustained serum FSH levels and lower P4 concentrations at the measured time points, likely extend the critical window for oocyte cytoplasmic and epigenetic maturation, contributing to the increased yield of Grade A oocytes in MT-treated cows. In parallel, the elevation of endogenous MT synthesis was accompanied by a marked reduction in pro-inflammatory cytokines (IL-1α, TNF-α) and a corresponding increase in anti-inflammatory cytokines (IL-10, IL-13) (Figure S2) in this study was consistent with previous reports that MT suppressed pro-inflammatory factor release by inhibiting pathways such as NF-κB [56] while promoting anti-inflammatory cytokine secretion [57].

Beyond these beneficial effects mentioned above, MT profoundly reshaped the follicular metabolic niche. The results of the follicular metabolome showed a significant enrichment of the glutathione metabolism pathway mediated by MT. The elevated abundances of oxidized glutathione, S-lactoylglutathione, and other derivatives indicated an accelerated glutathione redox cycle. Glutathione is the most abundant endogenous antioxidant in mammalian cells and the primary defense against the ROS generated during rapid follicular growth.

MT also actively participates in follicular steroidogenesis. *STAR* is the rate-limiting transport protein responsible for translocating cholesterol into mitochondria for steroidogenesis, whereas *HMGCR* is the master rate-limiting enzyme in de novo cholesterol biosynthesis. MT upregulates STAR protein expression (around 2.5-fold) through the *cAMP/PKA/CREB* signaling pathway to promote cholesterol transport from the outer to the inner mitochondrial membrane, and increases the supply of substrates for steroid hormone synthesis by 60% [58]. At the same time, MT also significantly upregulates key cholesterol synthesis genes such as *HMGCR* (increasing mRNA levels by 2–4-fold) and increases intracellular free cholesterol content by 55% [59], in part by inhibiting *HMGCR* phosphorylation and degradation and thereby enhancing its stability. Consistent with these reports, our untargeted metabolomic analysis revealed a massive accumulation of estrogenic derivatives (such as estriol and estrone) in the follicles of MT-treated cows. Estrogen is vital for cumulus cell expansion, gap junction maintenance, and the prevention of oocyte apoptosis. This in vivo follicular metabolomic phenotype indicated that MT mobilized cholesterol substrates to generate a robust estrogenic niche highly conducive to oocyte maturation. 

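Genes of cholesterol synthesis and of steroid hormone synthesis and metabolism were examined as 2 lists fixed before the data were examined. Of 26 tested genes of cholesterol synthesis and its regulation, 12 were higher and 13 lower in MT-treated blastocysts (camera on limma's statistics, adjusted p = 0.387). Of the 26 genes, 2 were also picked by the study from these libraries. After median centring 13 were higher and 8 lower, and after quantile normalization 10 were higher and 15 lower, and the list did not pass camera under either. SCAP, which controls the transport of the regulator SREBF2, had 0, 0.08 and 0.02 TPM in the control libraries and a mean of 34.2 TPM in MT-treated blastocysts. LBR was listed at 0 in every control library, with 16.0, 15.3 and 16.0 TPM in the MT-treated libraries. NSDHL fell from 169.9 ± 2.21 to 41.0 ± 0.750 TPM and SC5D from 86.3 ± 0.542 to 19.8 ± 1.22 TPM (SD, n = 3 each). Of 31 genes of steroid hormone synthesis and metabolism, 17 reached the level required for testing, and 9 were higher and 7 lower (camera on limma's statistics, adjusted p = 0.649). The largest rises were in SRD5A3 and in SULT1E1, an estrogen sulfotransferase and not an enzyme of estrogen synthesis. Both were listed at 0 in every control library, with 16.6, 16.6 and 15.0 TPM and 16.7, 15.0 and 15.1 TPM in the MT-treated libraries. HSD17B8 fell from 102 ± 2.06 to 27.6 ± 1.72 TPM (SD, n = 3 each).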

In a biologically complementary manner, the in vitro transcriptomic data revealed a dramatic upregulation of STAR and *HMGCR* in blastocysts, reflecting a parallel modulation of steroidogenic pathways across the two distinct experimental models.

To identify the direct effects of MT on the oocytes, a cell culture was performed. This in vitro study excludes the effects of MT on the maternal system, which influences oocyte development. The in vitro findings were consistent with a previous report that adding 10^−9^ mol/L MT to the IVM medium reduced intracellular ROS, increased the blastocyst development rate from 28% to 45%, and increased the total number of blastocyst cells in the cultured bovine embryos [27]. An increased GSH/GSSG ratio, stabilized mitochondrial membrane potential, and downregulation of the pro-apoptotic gene Bax were reported when MT was added to bovine IVP systems [60]. Previous studies showed that MT scavenged ROS with twice the efficiency of vitamin E and effectively protected oocytes from lipid peroxidation and maintained DNA integrity [61]. The altered expression of key redox-regulatory genes, including TXNDC16, FOXRED2, and GSTP1, in MT-treated blastocysts further supports its antioxidant intervention on oocyte development and neutralizes the excessive ROS induced by exogenous gonadotropins and physical OPU puncture, thereby shielding the oocyte from lipid peroxidation and DNA damage. 

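A wider list of 56 genes of glutathione, thioredoxin and other redox functions, fixed before the data were examined, held 46 tested genes, 5 of which are also in Fig. 8. In MT-treated blastocysts 23 of the 46 were higher and 22 lower (camera on limma's statistics, adjusted p = 0.387), and 10 of the 23 were listed at 0 in every control library. With quantile normalization 25 were higher and 20 lower, and with median centring 31 were higher and 13 lower. Over the 34 genes above 0 in all 6 libraries, 11 were higher and 22 lower. That restriction was chosen after seeing the data and itself moves the counts toward lower genes. The list did not pass camera under any of these. The mitochondrial peroxiredoxin PRDX3 was listed at 0 in every control library and had 49.0, 48.9 and 48.5 TPM in the MT-treated libraries. TXNRD1, a thioredoxin reductase, was also listed at 0 in every control library, with 40.3, 40.4 and 44.8 TPM in the MT-treated libraries. MGST2, a microsomal glutathione S-transferase, fell from 120.8 ± 4.14 to 11.7 ± 1.06 TPM (SD, n = 3 each).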

MT supplementation at the level of 10^−7^ mol/L significantly enhanced cleavage and blastocyst rates, reduced intracellular ROS accumulation, and increased the total cell number per blastocyst in cultured embryos. Notably, we observed a dose-dependent biphasic response of the cultured oocytes to melatonin; i.e., an excessively high concentration (10^−4^ mol/L) of MT exerted detrimental, pro-oxidant effects, while 10^−7^ mol/L was the most effective concentration among those evaluated for promoting bovine in vitro embryo development. 

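Each of the 6 libraries was left out in turn, and between 8394 and 8414 of the 8440 genes that differed by at least 2-fold were called again by limma with at least that difference. The same was the case for 5292 of them after quantile normalization and for 7801 after median centring.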

Smart-seq2 transcriptomic profiling revealed that these beneficial effects of MT were associated with profound molecular reprogramming at the transcriptional level. 

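The AMPK, FoxO and autophagy lists were also counted over genes above 0 in all 6 libraries, a restriction chosen after seeing the data. It leaves out more genes that rose from 0 than genes that fell to 0, and over all genes tested under it 2814 were higher and 3626 lower, so the restriction itself moves the counts toward lower genes. In AMPK signaling, 14 of 37 such genes were higher and 17 lower in MT-treated blastocysts, and in FoxO signaling, 8 of 25 were higher and 16 lower. In autophagy, 17 of 33 were higher and 13 lower, and the odds ratio for higher genes was 1.60. STRADA, a partner of the kinase that activates AMPK, fell from 24.9 ± 0.217 to 1.63 ± 0.114 TPM (SD, n = 3 each). PFKFB2 had 31.8, 32.0 and 28.5 TPM in the control libraries and was listed at 0 in every MT-treated library, while PFKFB3 was listed at 0 in every control library, with 40.4, 45.3 and 50.1 TPM in the MT-treated libraries. In the FoxO list, the AMPK subunit PRKAB1 was listed at 0 in every control library, with 43.7, 42.0 and 47.3 TPM in the MT-treated libraries. BCL2L11, a target of FoxO, fell from 36.3 ± 0.175 to 0.223 ± 0.127 TPM (SD, n = 3 each). In the autophagy list, ATG4D had 0, 0 and 0.04 TPM in the control libraries and 39.6, 39.4 and 37.5 TPM in the MT-treated libraries. PIK3C3, the class III lipid kinase of autophagy, fell from 164 ± 1.19 to 39.4 ± 1.69 TPM (SD, n = 3 each).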

The KEGG enrichment analysis demonstrated an enrichment of upregulated differentially expressed genes associated with the AMPK and FoxO signaling pathways, as well as autophagy-related processes, in MT-treated blastocysts compared to the control. In the literature, MT is known to activate AMPK, a cellular energy sensor, by maintaining mitochondrial membrane potential and ATP synthesis, and the activated AMPK phosphorylates the FoxO transcription factor and promotes its nuclear translocation, initiating downstream antioxidant (e.g., SOD, CAT) and autophagy gene expression and forming an “energy–stress” coupled regulatory network [62]. Previous studies have demonstrated that melatonin upregulates the expression of *ATPase 6*, *BMP-15*, *GDF-9*, *SOD-1*, *Gpx-4*, and *Bcl-2*—which are critical genes for oocyte maturation and embryo development—while downregulating the apoptotic gene *caspase-3* [63]. Our transcriptomic signatures are highly consistent with the potential modulation of this network. Conversely, transcriptomic signatures associated with endoplasmic reticulum stress and cellular senescence were significantly downregulated in MT-treated cells compared to the control. 

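In these libraries, CAT had 0.04, 0.02 and 0 TPM in control and 37.6, 37.0 and 36.8 TPM in MT-treated blastocysts. SOD1 fell from 534 ± 13.8 to 374 ± 3.95 TPM (SD, n = 3 each), a log2 fold change of -0.51 (adjusted p = 9.42e-07 by limma). GPX4 fell from 779 ± 5.45 to 576 ± 11.8 TPM (SD, n = 3 each), a log2 fold change of -0.43 (adjusted p = 6.88e-07 by limma). The mitochondrial gene ATP6 rose from 10439 ± 279 to 11763 ± 289.8 TPM (SD, n = 3 each), a log2 fold change of 0.17 (adjusted p = 0.000650 by limma). Median centring removes a shift of -0.48 in the direction of SOD1 and GPX4. BMP15 was listed at 0 in every control library and had 0.52, 0.89 and 0.58 TPM in the MT-treated libraries. GDF9 and BCL2 were listed at 0 in all 6 libraries.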

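Targets of the unfolded protein response, which cells induce under ER stress, formed a list of 28 tested genes, and 17 of them also belong to the endoplasmic reticulum list. In MT-treated blastocysts 21 were lower and 5 higher (camera on limma's statistics, direction down, adjusted p = 0.000233). The direction was also down after median centring, with 16 lower and 8 higher (camera on limma's statistics, adjusted p = 0.000497). After quantile normalization it was down as well, with 23 lower and 4 higher (camera on limma's statistics, adjusted p = 0.0100). With a correlation estimated from the 6 libraries the list did not pass camera (adjusted p = 0.337). Over genes above 0 in all 6 libraries, a restriction chosen after seeing the data, 21 of 25 genes were lower and 3 higher, and the adjusted p-value of camera on limma's statistics was 0.0738. DDIT3, which encodes the stress factor CHOP, fell from 153 ± 2.13 to 38.5 ± 1.54 TPM (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.03, adjusted p = 1.06e-08 by limma). EDEM1 fell from 93.1 ± 0.955 to 2.50 ± 0.212 TPM (SD, n = 3 each), a log2 fold change of -4.75 (standard error 0.05, adjusted p = 1.46e-09 by limma). CRELD2 rose from 1.503 ± 0.104 to 58.3 ± 2.65 TPM (SD, n = 3 each), and ATF3 was listed at 0 in every control library, with 17.8, 16.7 and 17.8 TPM in the MT-treated libraries. In the endoplasmic reticulum list, SEC24D had 33.5, 33.7 and 33.4 TPM in the control libraries and 0, 0.01 and 0 in the MT-treated libraries, while MARCHF6 was listed at 0 in every control library, with 38.2, 44.0 and 46.8 TPM in the MT-treated libraries. Among senescence genes, IL6 had 0.04, 0 and 0 TPM in the control libraries and a mean of 50.1 TPM in MT-treated blastocysts.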

ER stress is a primary trigger of early embryonic apoptosis and developmental arrest. Thus, the observed transcriptional profiles suggest that MT appears to preserve blastocyst pluripotency and viability by potentially mitigating ER stress and suppressing senescence signatures at the transcriptional level. Therefore, the in vitro study confirmed the protective effects of melatonin on disrupted oocyte quality and embryo development in cows caused by OPU and also provided the potential mechanisms at the molecular level.

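Of 13 tested markers of the inner cell mass, the pluripotent part of the blastocyst, 4 were higher and 6 lower in MT-treated blastocysts (camera on limma's statistics, adjusted p = 0.387). With quantile normalization 5 were higher and 7 lower, whereas with median centring 7 were higher and 5 lower, and the list did not pass camera under either. POU5F1 had 189.8 ± 1.48 TPM in control and 193 ± 1.83 TPM in MT-treated blastocysts (SD, n = 3 each), a log2 fold change of 0.02 (adjusted p = 0.223 by limma). NANOG and LIN28A were listed at 0 in every control library, with 8.93, 8.23 and 8.88 TPM and 14.9, 15.2 and 15.1 TPM in the MT-treated libraries. GDF3 fell from 68.8 ± 2.15 to 8.58 ± 0.320 TPM and KLF17 from 44.6 ± 1.76 to 5.53 ± 0.327 TPM (SD, n = 3 each). Of 19 tested genes of apoptosis, 14 were higher and 5 lower (camera on limma's statistics, adjusted p = 0.649), and with quantile normalization 11 were higher and 6 lower. BAX was listed at 0 in every control library and had 47.4, 47.1 and 47.0 TPM in the MT-treated libraries, and BID was also listed at 0 in every control library, with 35.5, 35.4 and 37.1 TPM. CASP6 fell from 169 ± 2.37 to 61.7 ± 1.76 TPM (SD, n = 3 each). From the lower transcript levels of genes tied to ER stress and senescence, the paper proposes that MT lessens both at the transcriptional level and so preserves the pluripotency and viability of the blastocyst.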

Several limitations of this study should be acknowledged. First, the work was conducted in a single breed on a single farm using nulliparous Holstein heifers within a narrow age range; therefore, the findings may not fully apply to multiparous cows, other breeds, or different management systems. Second, the follicular fluid metabolome was profiled at a single dose and a single time point, and the serum endocrine and immune measurements were limited to the per-OPU window. Future longitudinal sampling would help resolve the temporal dynamics of MT action. Third, the relationship between our in vivo and in vitro findings must be interpreted cautiously. The in vivo experiment evaluated the systemic administration of melatonin in FSH-stimulated cows, where the observed improvements in oocyte quality were likely mediated by complex systemic responses, including the modulation of hormonal dynamics and the follicular microenvironment. In contrast, the in vitro experiment evaluated the direct exposure of oocytes to melatonin, highlighting its direct cellular and antioxidant effects. While these two experimental models are highly complementary and collectively strengthen the biological argument for melatonin’s benefits, they do not constitute direct mechanistic confirmation of the exact same pathway. Finally, the metabolomic and transcriptomic analyses provide correlative insights rather than direct functional evidence. The pathways implicated here, including glutathione metabolism, STAR/HMGCR-driven steroidogenesis, and AMPK/FoxO signaling, warrant direct functional validation, for example, through receptor antagonist or gene perturbation experiments. These limitations will be addressed in future studies.

## 5. Conclusions

In the current study, by combining in vitro and in vivo experiments, we systematically investigated the protective effects of MT on disrupted oocyte quality and development caused by OPU. In the in vivo study, subcutaneous administration of 80 mg MT per injection (cumulative dose: 320 mg) to dairy cows enhanced the morphological quality and yield of recovered oocytes alongside lower circulating progesterone concentrations at the measured time points and a remodeled follicular metabolic microenvironment. These outcomes were associated with omics-derived signatures suggestive of enhanced glutathione-mediated antioxidant defenses and STAR/HMGCR-driven steroidogenesis, highlighting them as potential mechanisms. Additionally, in the in vitro experiments, direct supplementation with 10^−7^ mol/L MT improved early embryonic development and reduced intracellular ROS. Furthermore, the induced transcriptomic changes suggested a potential modulation of AMPK/FoxO-mediated stress resistance and a possible alleviation of ER stress. Importantly, while these in vivo and in vitro findings are highly complementary, they represent distinct biological contexts—systemic responses versus direct cellular effects—and do not constitute direct mechanistic confirmation of the exact same pathway. Overall, the results from these complementary studies offer a practical approach for optimizing OPU outcomes and reproductive efficiency in cattle breeding programs.

## Figures and Tables

**Figure 1:**
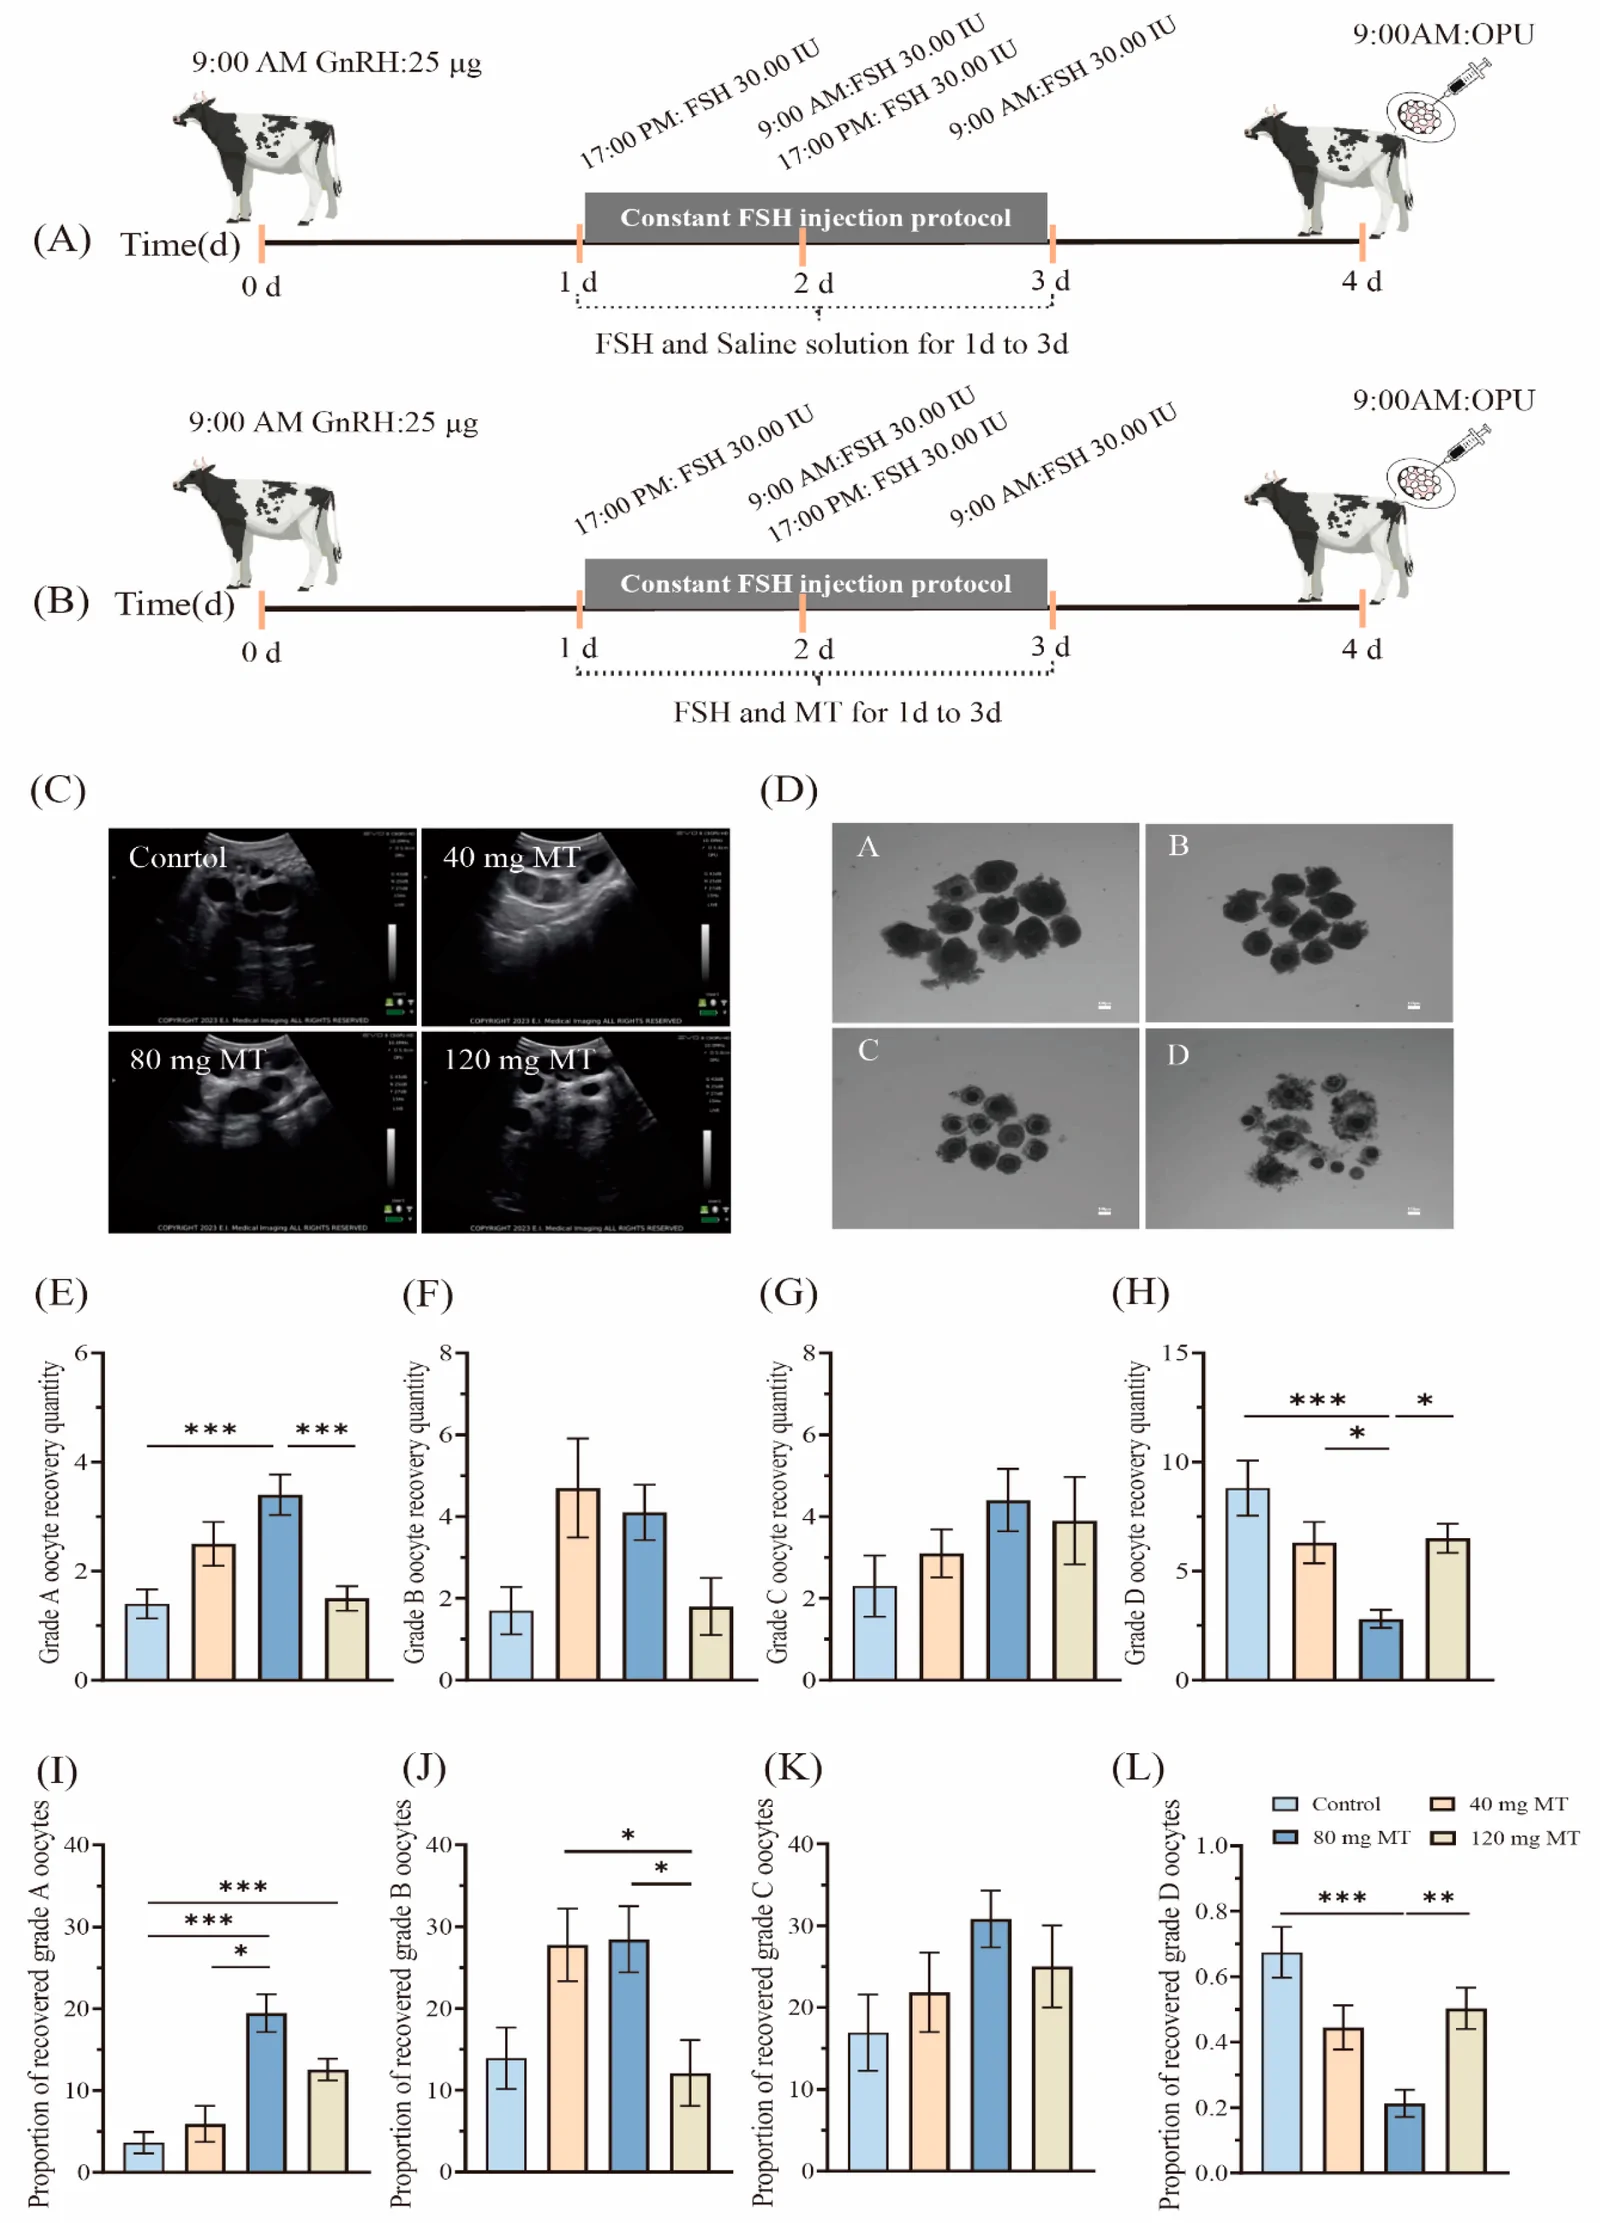
Effects of melatonin subcutaneous injection on the number and quality of the oocytes in dairy cows. (**A**) Superovulation protocol for the control group. (**B**) Superovulation with melatonin injection protocol. (**C**) B-mode ultrasound image during OPU. (**D**) Morphological classification of oocytes in grades. (**E**–**H**) Number of recovered Grade A (**E**), Grade B (**F**), Grade C (**G**), and Grade D (**H**) oocytes. (**I**–**L**) Recovery rates of Grade A (**I**), Grade B (**J**), Grade C (**K**), and Grade D (**L**) oocytes. *n* = 10 for each group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
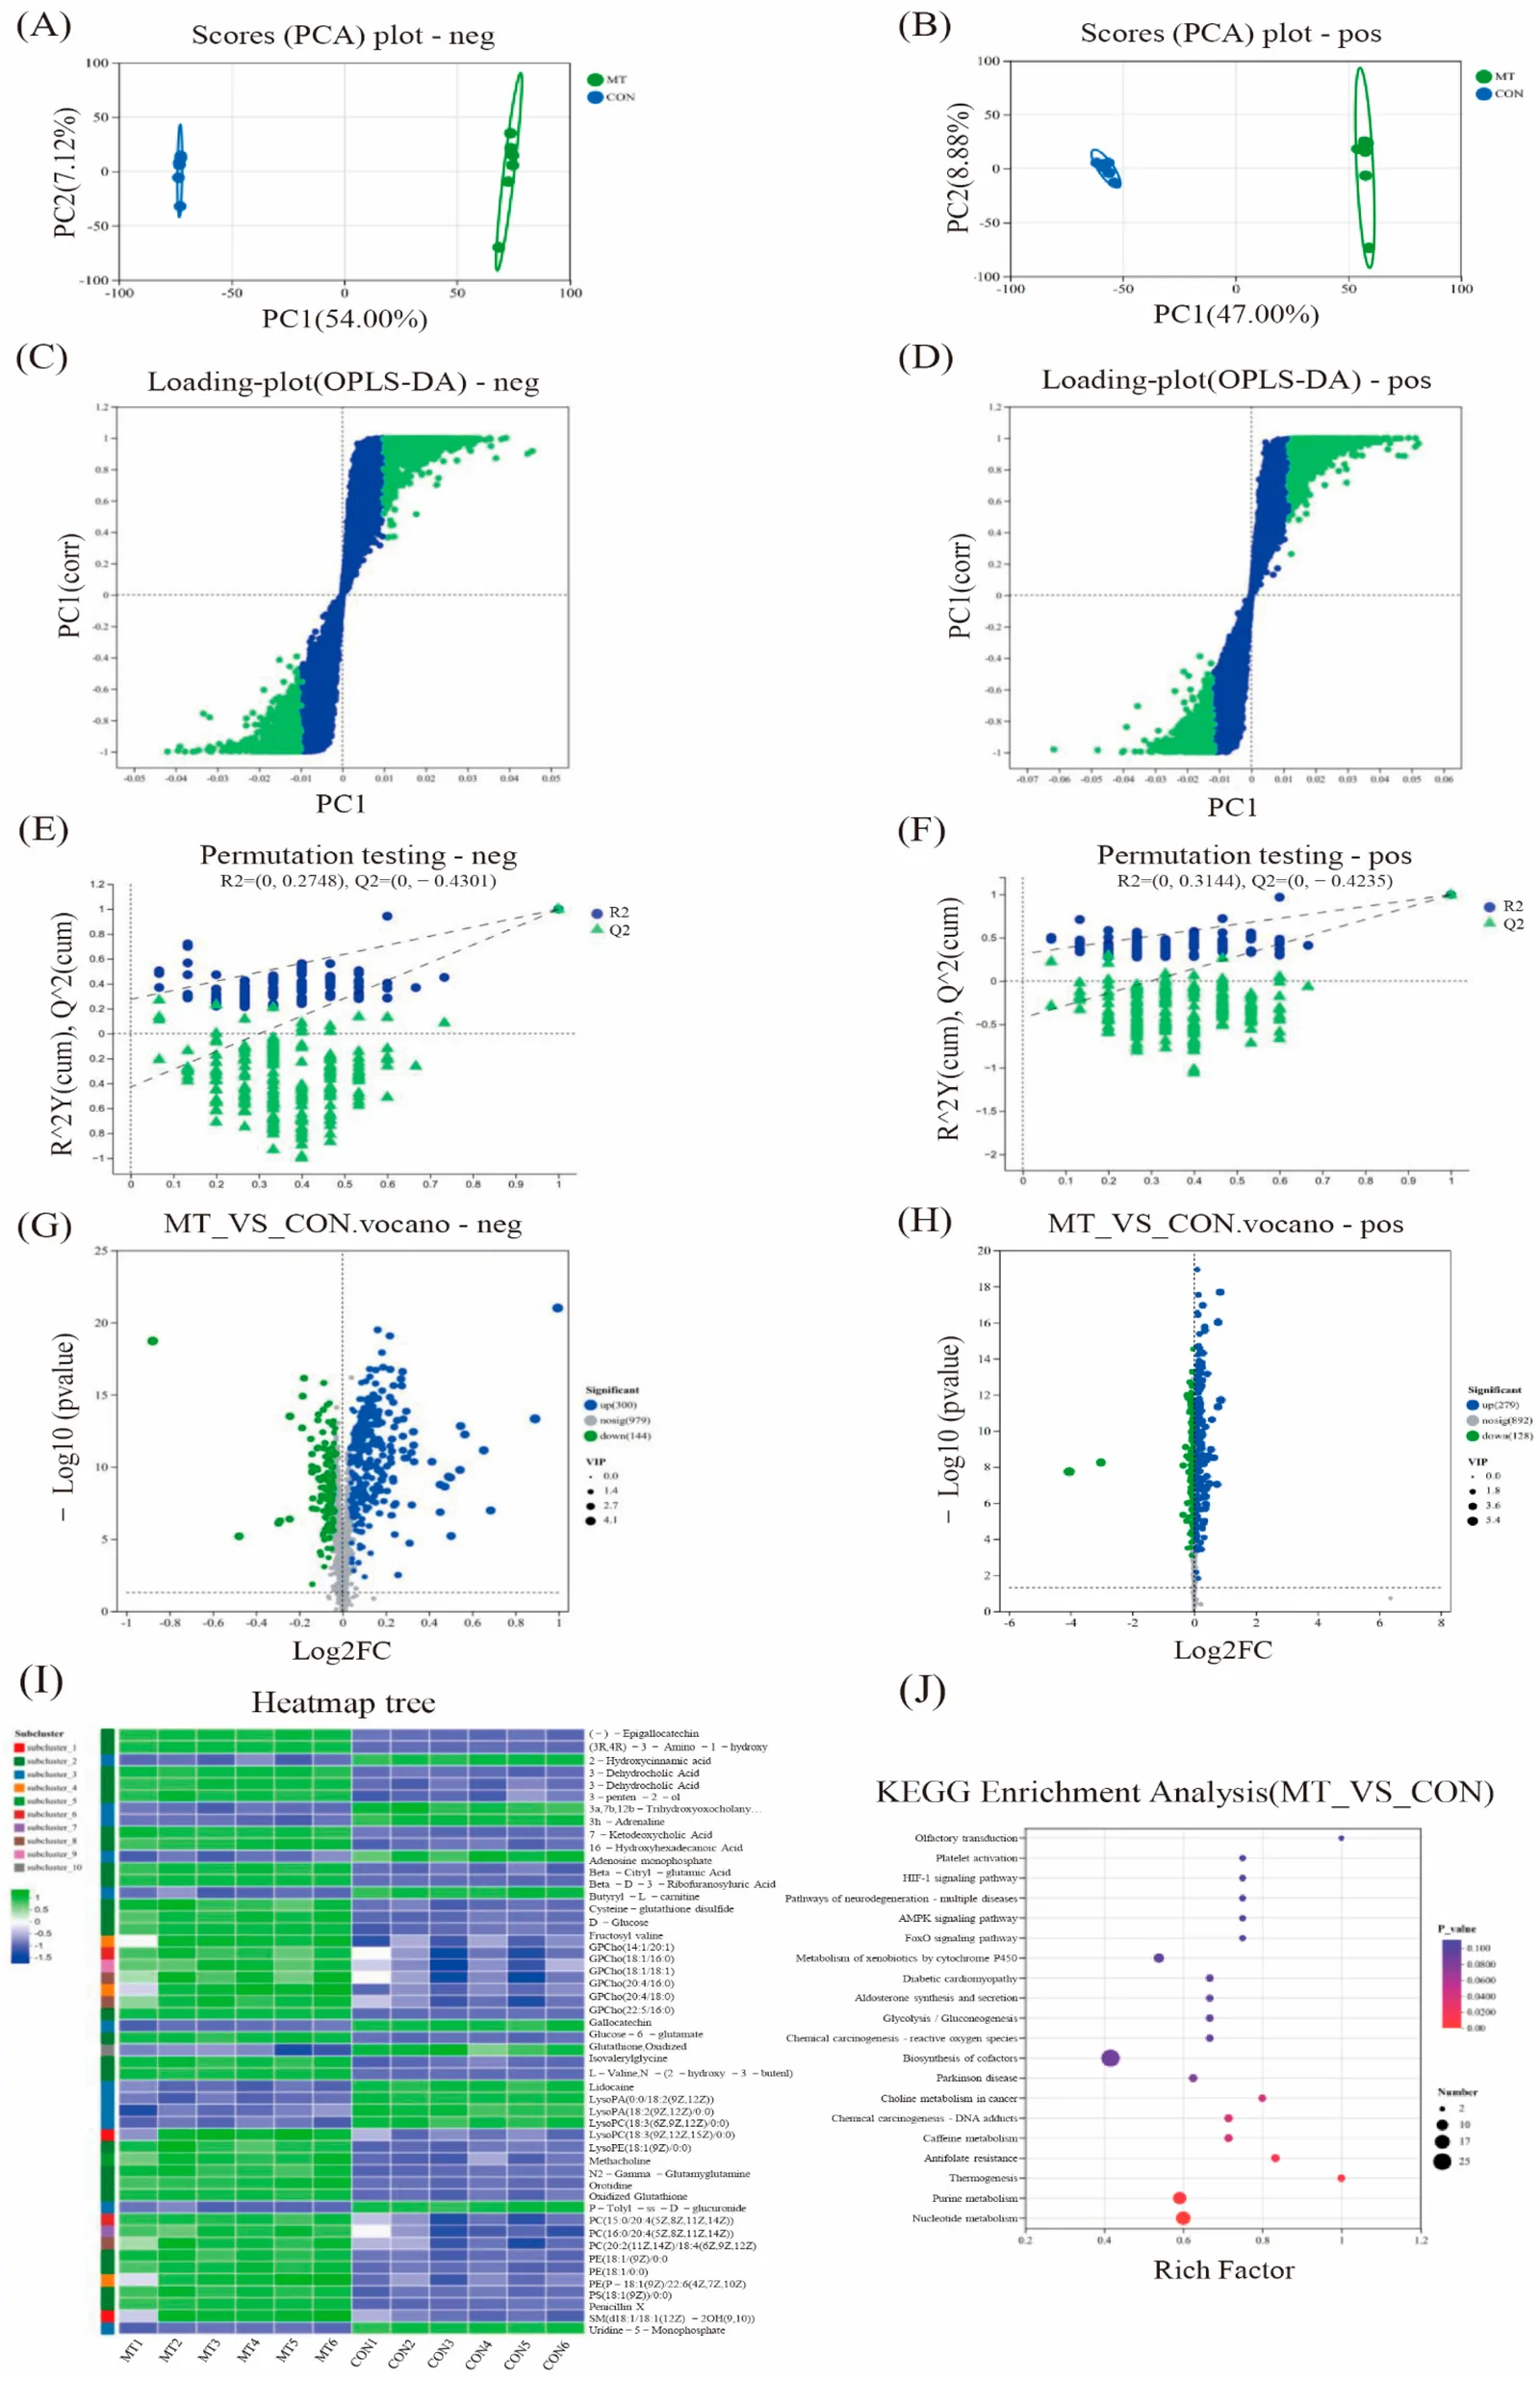
Effects of subcutaneous injection of melatonin on the untargeted metabolomics of follicular fluid of dairy cows. (**A**,**B**): Principal component analysis (PCA) score plots in negative (**A**) and positive (**B**) ion modes. (**C**,**D**): Orthogonal partial least squares discriminant analysis (OPLS-DA) score plots in negative and positive (**D**) ion modes. (**E**,**F**): Validation plots of the OPLS-DA models using a 200-iteration permutation test in negative (**E**) and positive (**F**) ion modes. (**G**,**H**): Volcano plots of differential metabolites in negative (**G**) and positive (**H**) ion modes. (**I**): Hierarchical clustering heatmap of differential metabolites. (**J**): Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differential metabolites. (*n* = 6 for each group).

**Figure 3:**
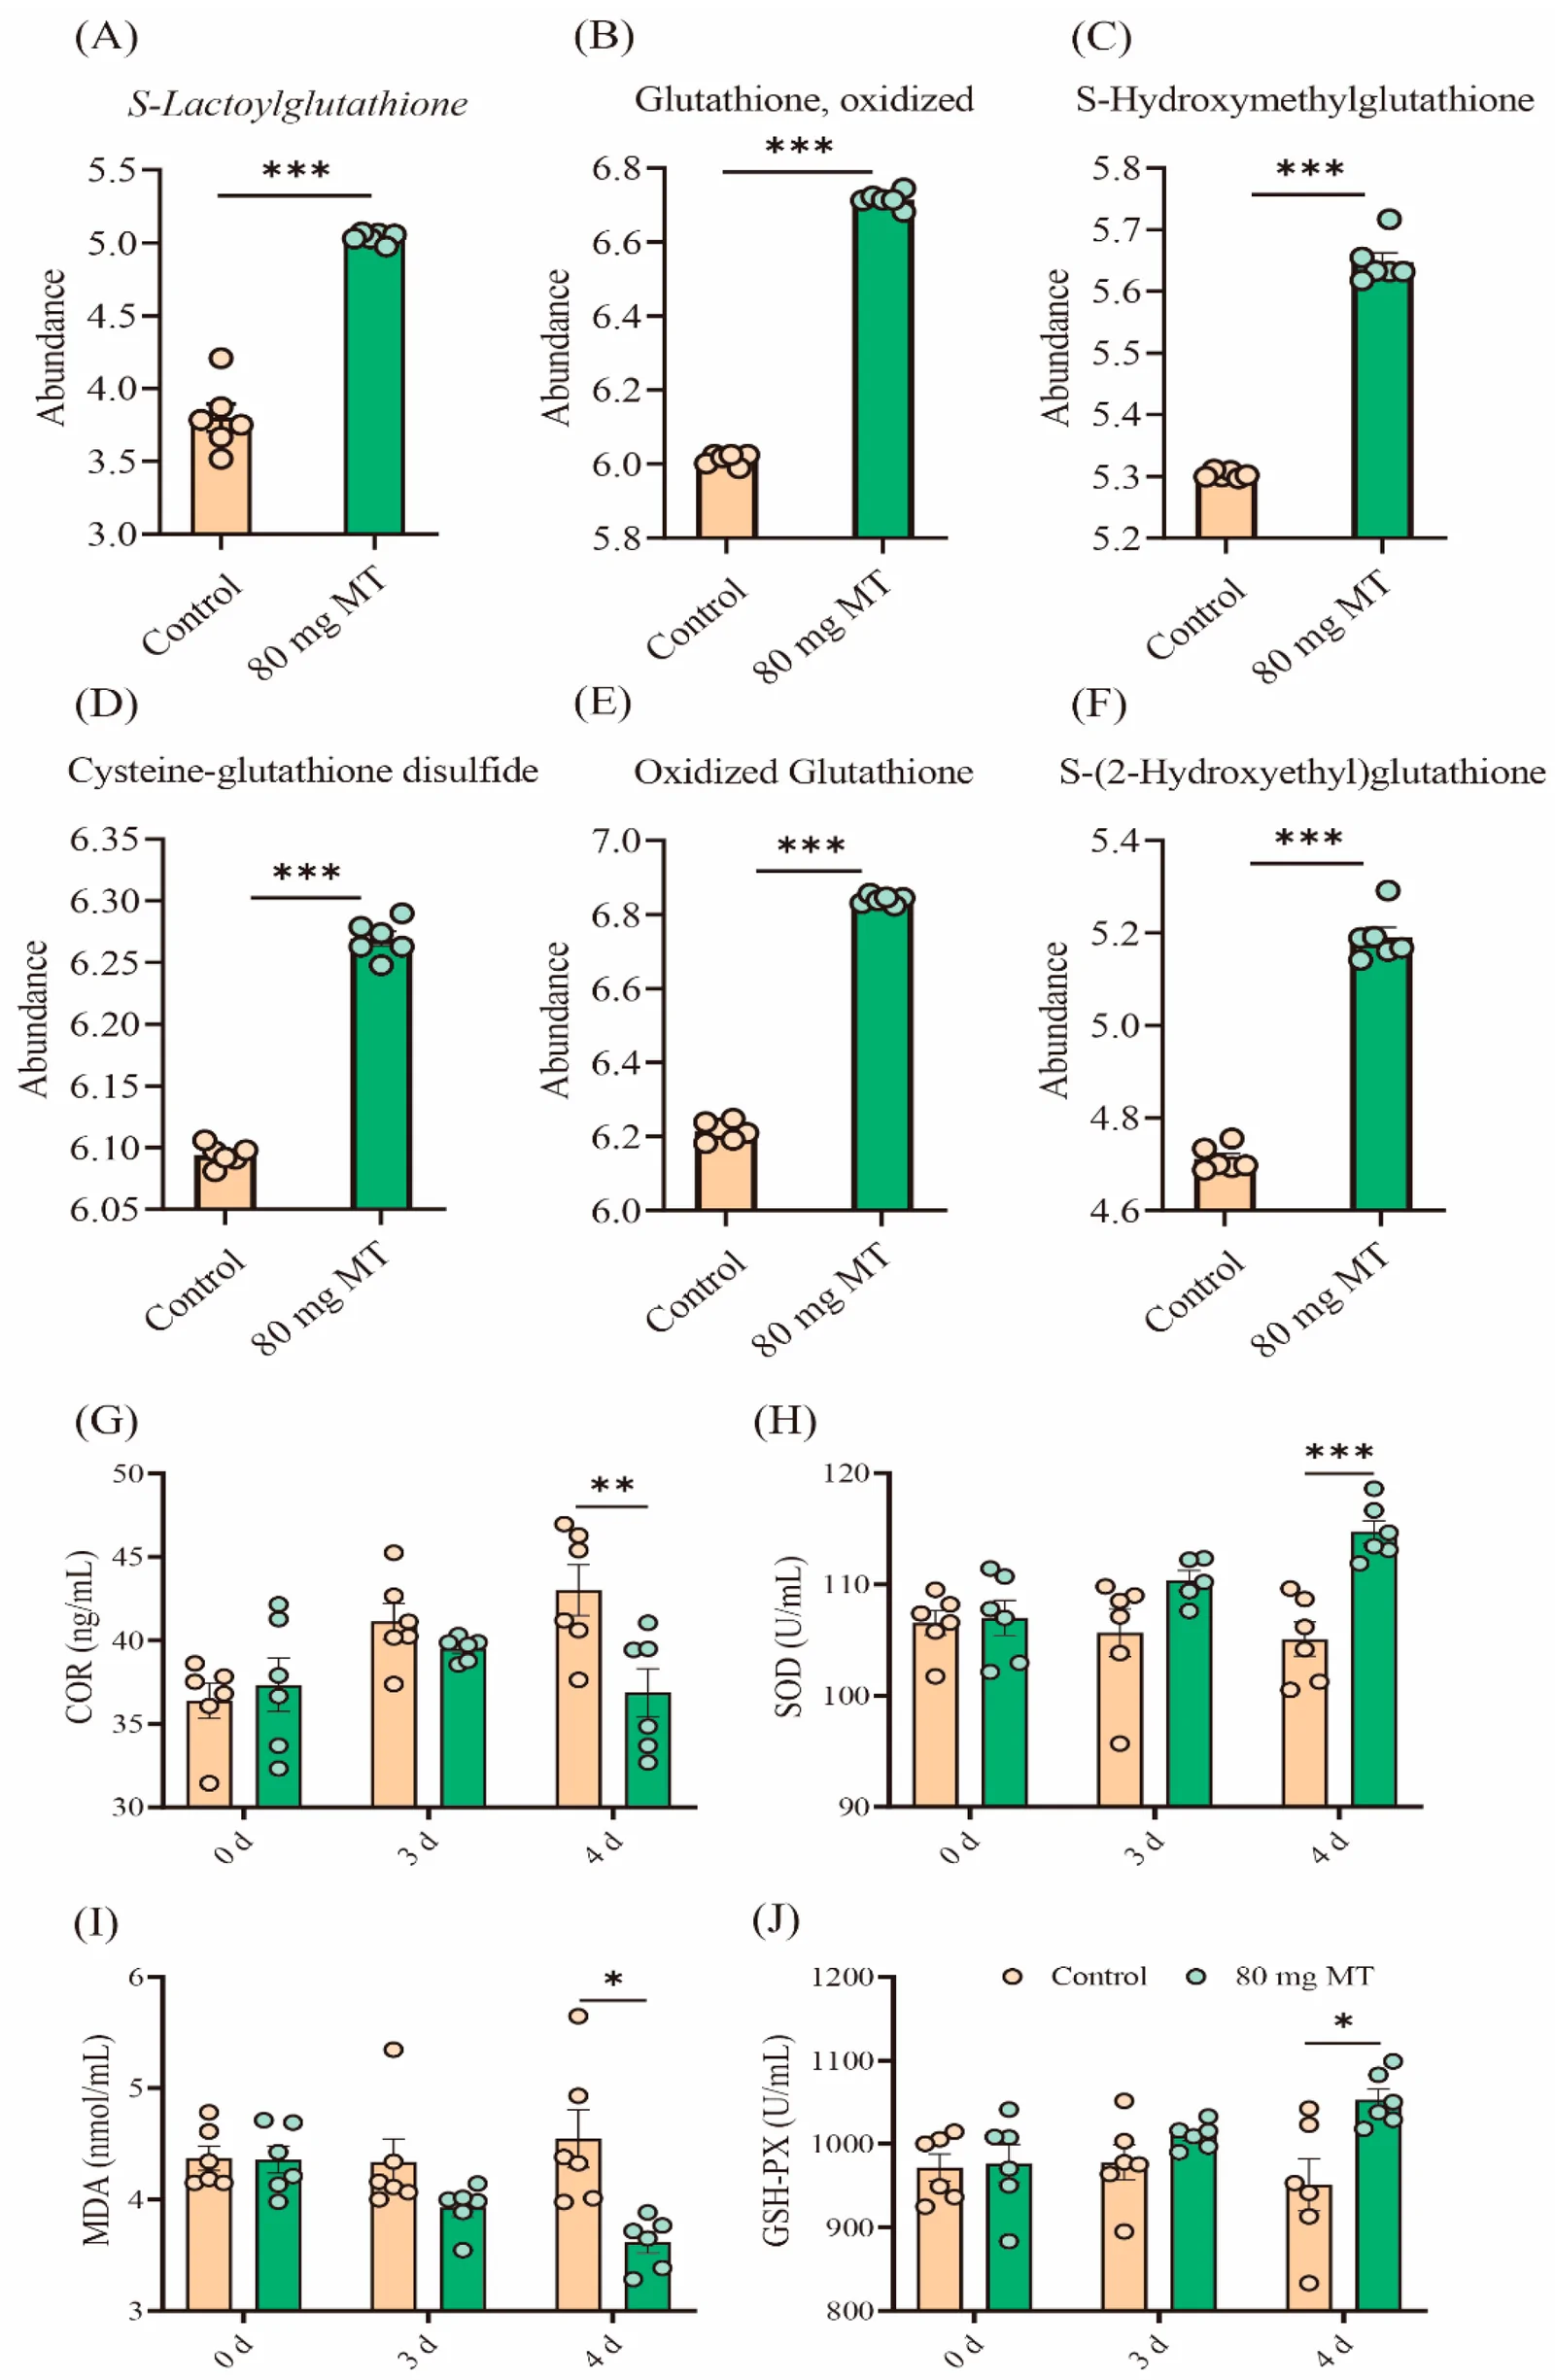
Effects of melatonin subcutaneous injection on glutathione metabolism, cortisol level, SOD activity and lipid pro-oxidation in dairy cows. (**A**–**F**) Relative abundance of glutathione-related differential metabolites in follicular fluid, including S-Lactoylglutathione (**A**), Glutathione, oxidized (**B**), S-hydroxymethylglutathione (**C**), Cysteine-glutathione disulfide (**D**), Oxidized Glutathione (**E**), and S-(2-Hydroxyethyl) glutathione (**F**). (**G**–**J**) Serum levels of cortisol (COR, (**G**)), Superoxide dismutase (SOD, (**H**)), Malondialdehyde (MDA, (**I**)), and Glutathione peroxidase (GSH-Px, (**J**)) at days 0, 3, and 4 of OPU. Orange boxes represent the control group, and green boxes represent the 80 mg/injection MT group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (*n* = 6 for each group).

**Figure 4:**
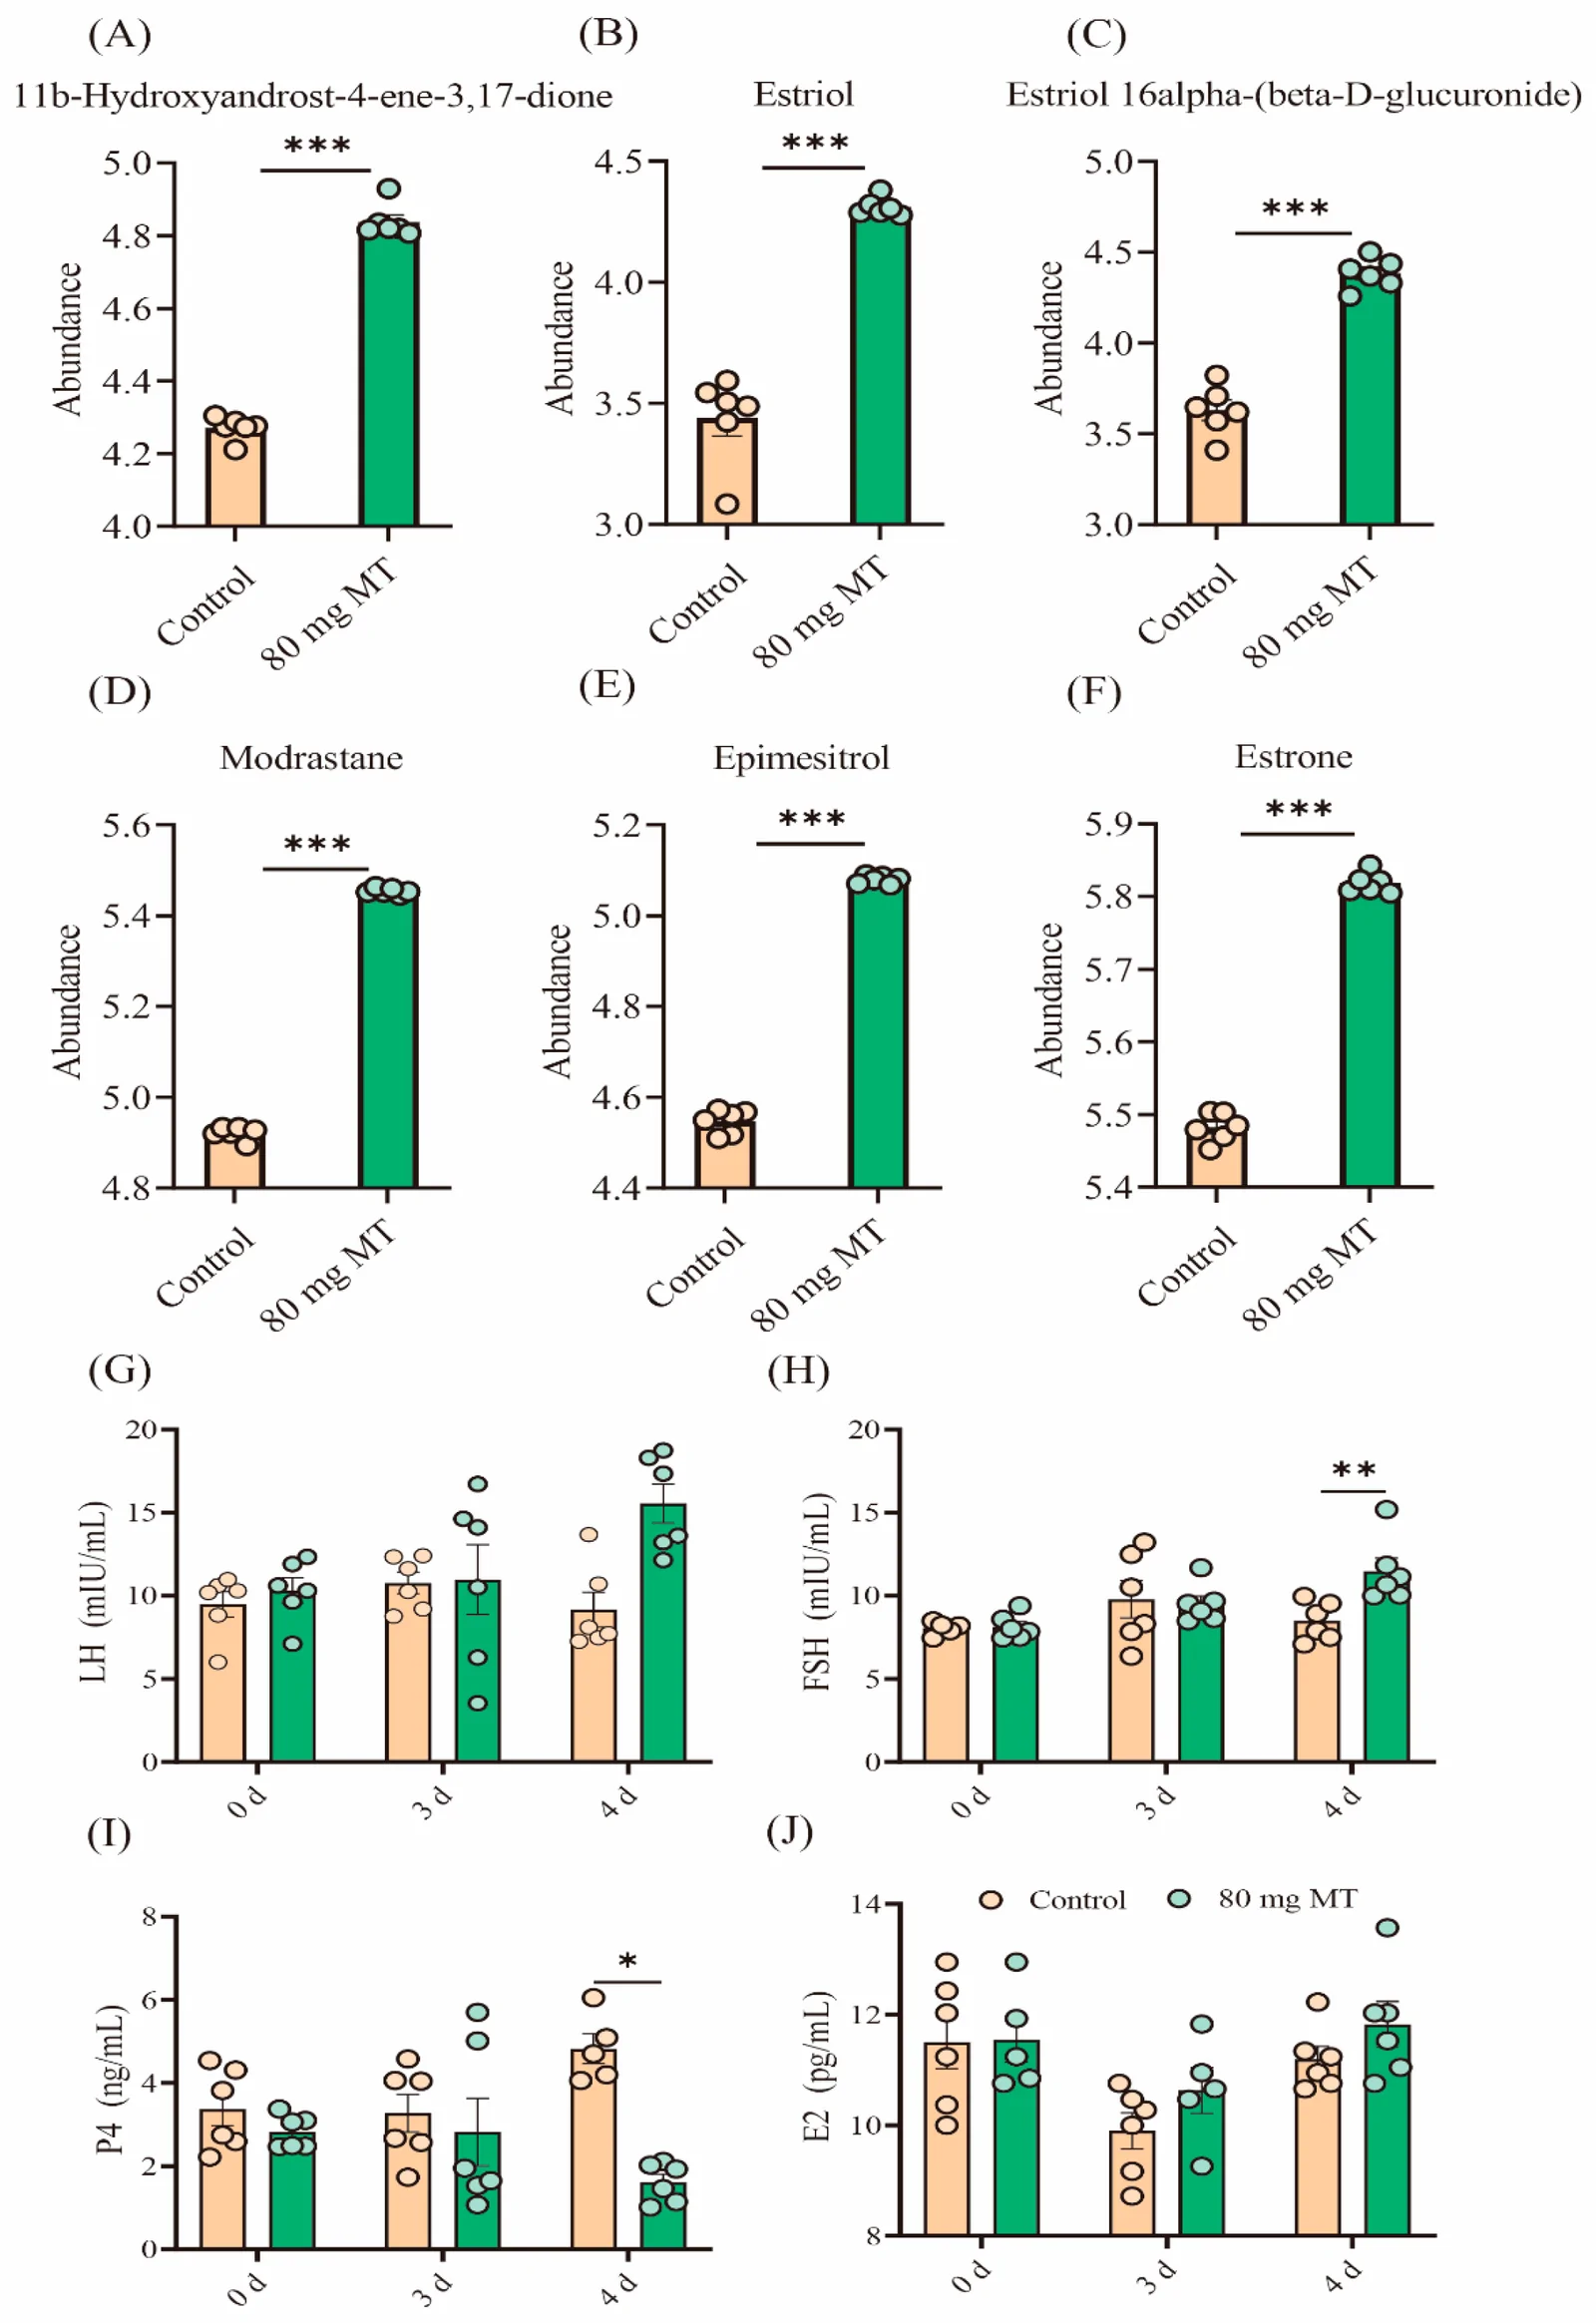
Effects of subcutaneous melatonin injection on steroid hormone metabolism and systemic reproductive hormone profiles in dairy cows. (**A**–**F**) Relative abundance of steroid and estrogen-related differential metabolites in follicular fluid, including 11b-Hydroxyandrost-4-ene-3,17-dione (**A**), Estriol (**B**), estriol 16α-(β-D-glucuronide) (**C**), Modrastane (**D**), Epimestrol (**E**), and Estrone (**F**). (**G**–**J**) Serum levels of reproductive hormones, including luteinizing hormone (LH, (**G**)), follicle-stimulating hormone (FSH, (**H**)), progesterone (P4, (**I**)), and estradiol (E2, (**J**)) at days 0, 3, and 4 of OPU. Orange boxes represent the control group, and green boxes represent the 80 mg MT per injection group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (Control, *n* = 6; 80 mg MT per injection group = 6).

**Figure 5:**
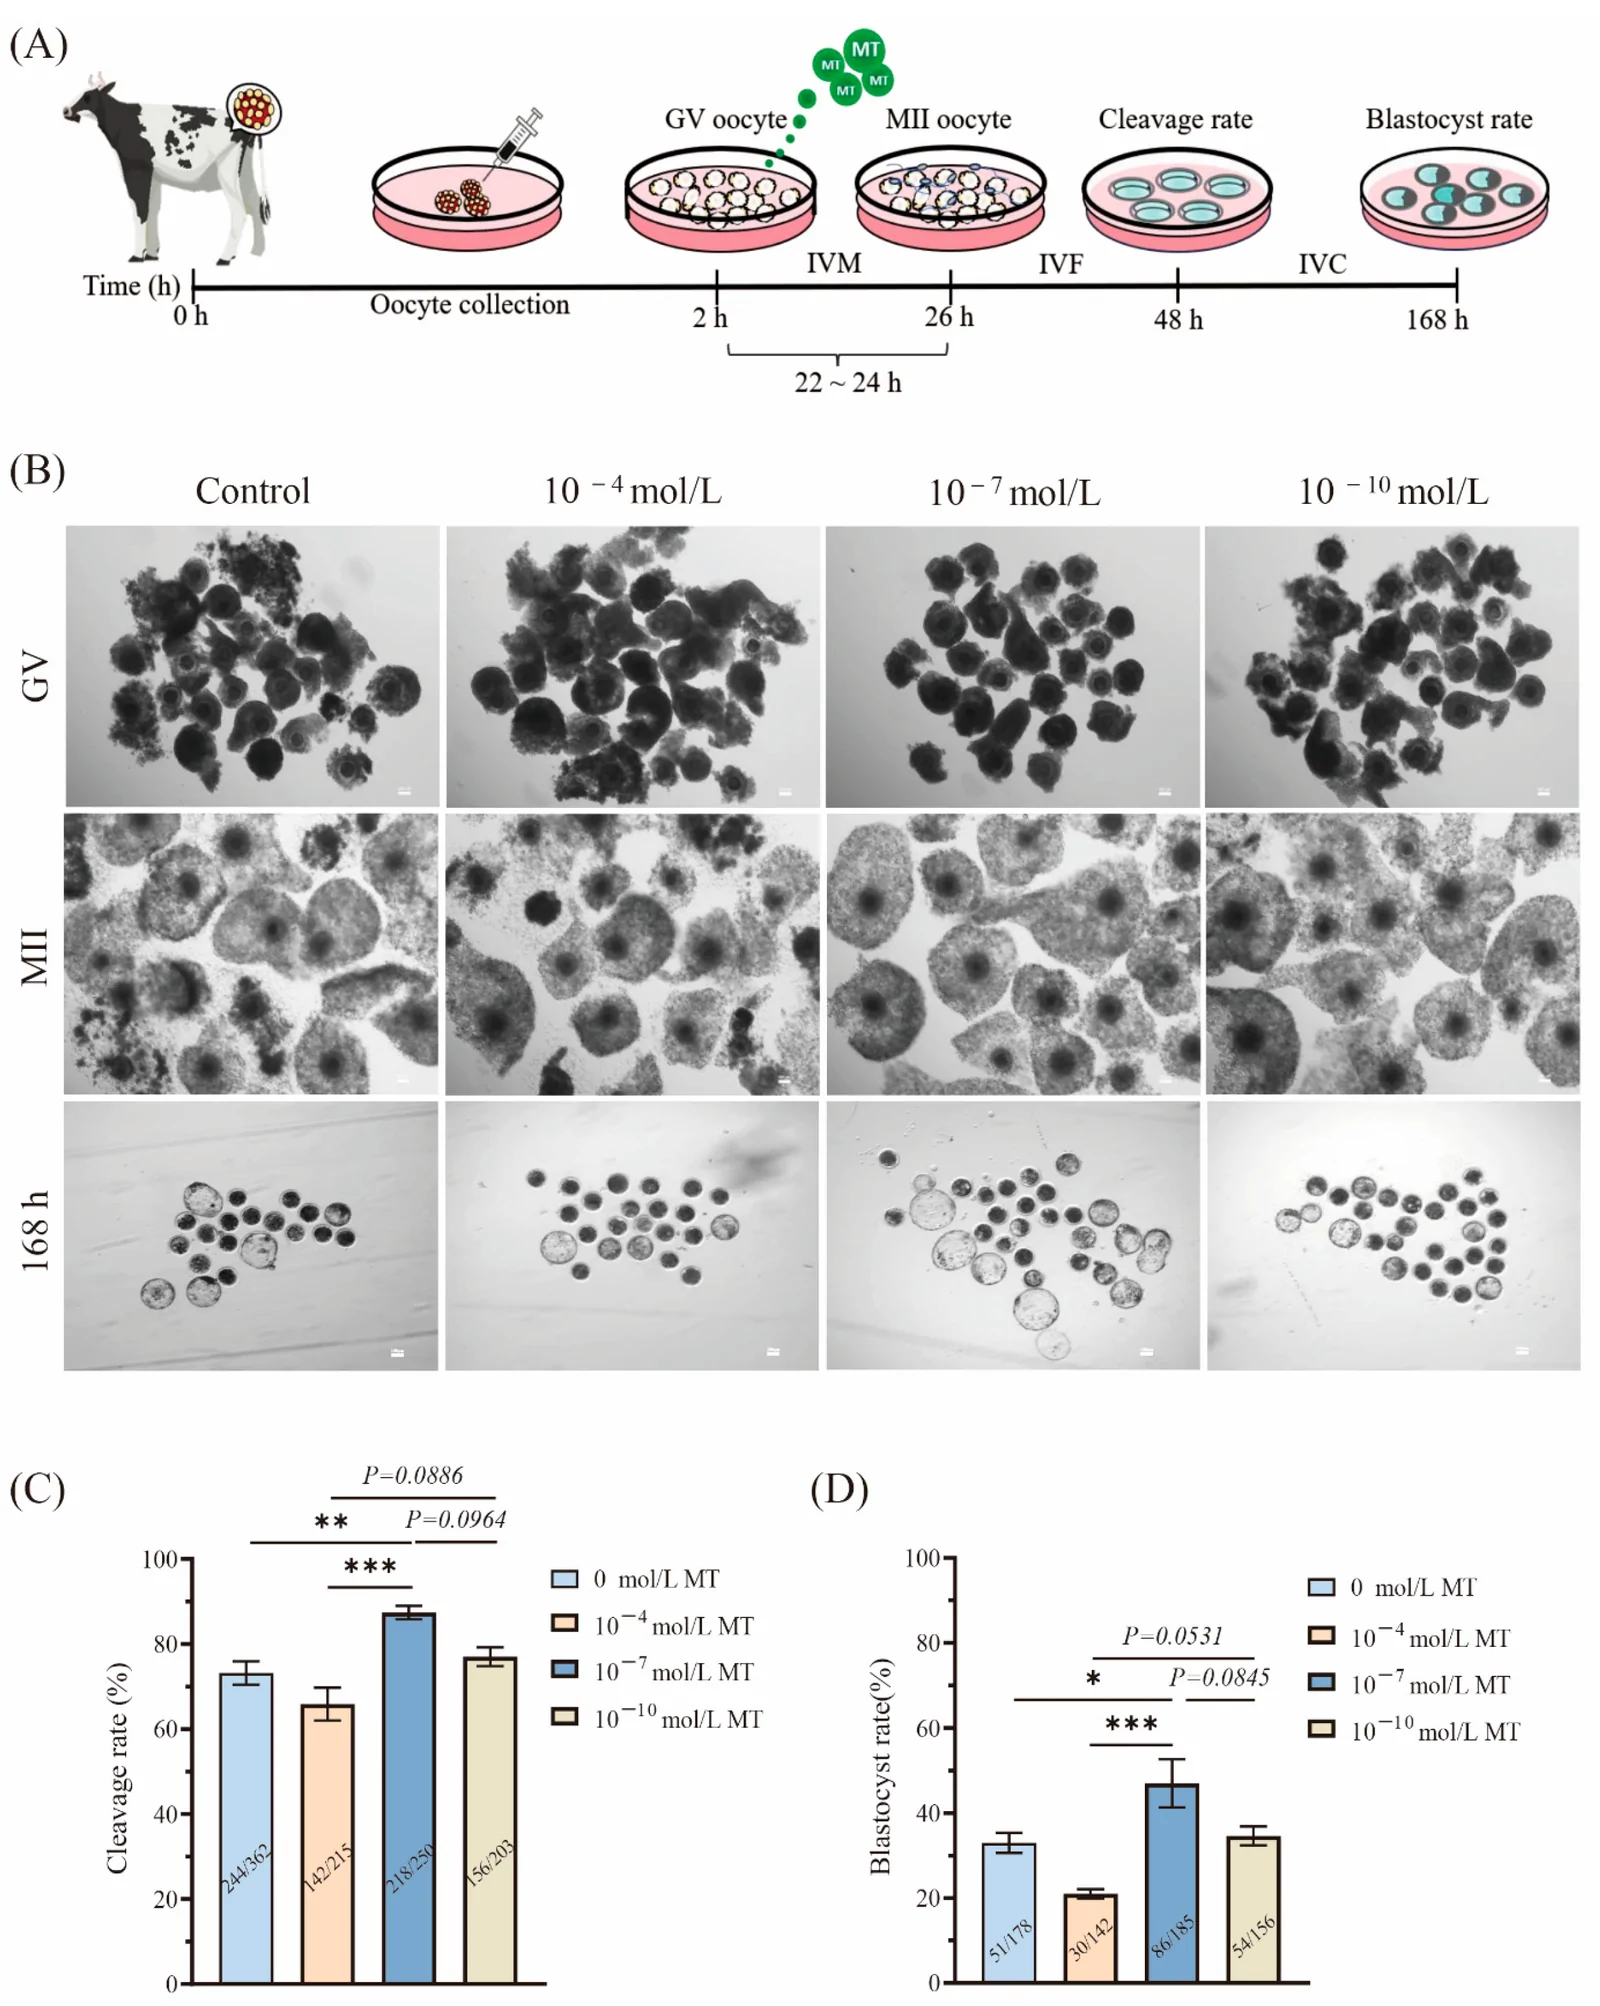
Effects of different melatonin concentrations in culture medium on the in vitro maturation and early embryonic development of bovine oocytes. (**A**). Schematic diagram of the in vitro culture process. (**B**). Representative morphological images of oocytes at the GV and MII stages, and embryos at 168 h of in vitro culture (blastocyst stage). Scale bars are 100 μm. (**C**,**D**). Cleavage (**C**) and blastocyst (**D**) rates of bovine embryos. The fractions inside the bars indicate the number of cleaved embryos/total cultured oocytes (**C**) and blastocysts/cultured zygotes (**D**). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Exact *p*-values are shown for marginal significance. Data are presented as mean ± SEM from 4 independent biological replicates. A total of (control = 362, 10^−4^ mol/L MT = 215, 10^−7^ mol/L MT = 215, 10^−10^ mol/L MT = 203) oocytes were analyzed per group across all replicates. A total of (control = 178, 10^−4^ mol/L MT = 142, 10^−7^ mol/L MT = 185, 10^−10^ mol/L MT = 156) embryos were analyzed per group across all replicates.

**Figure 6:**
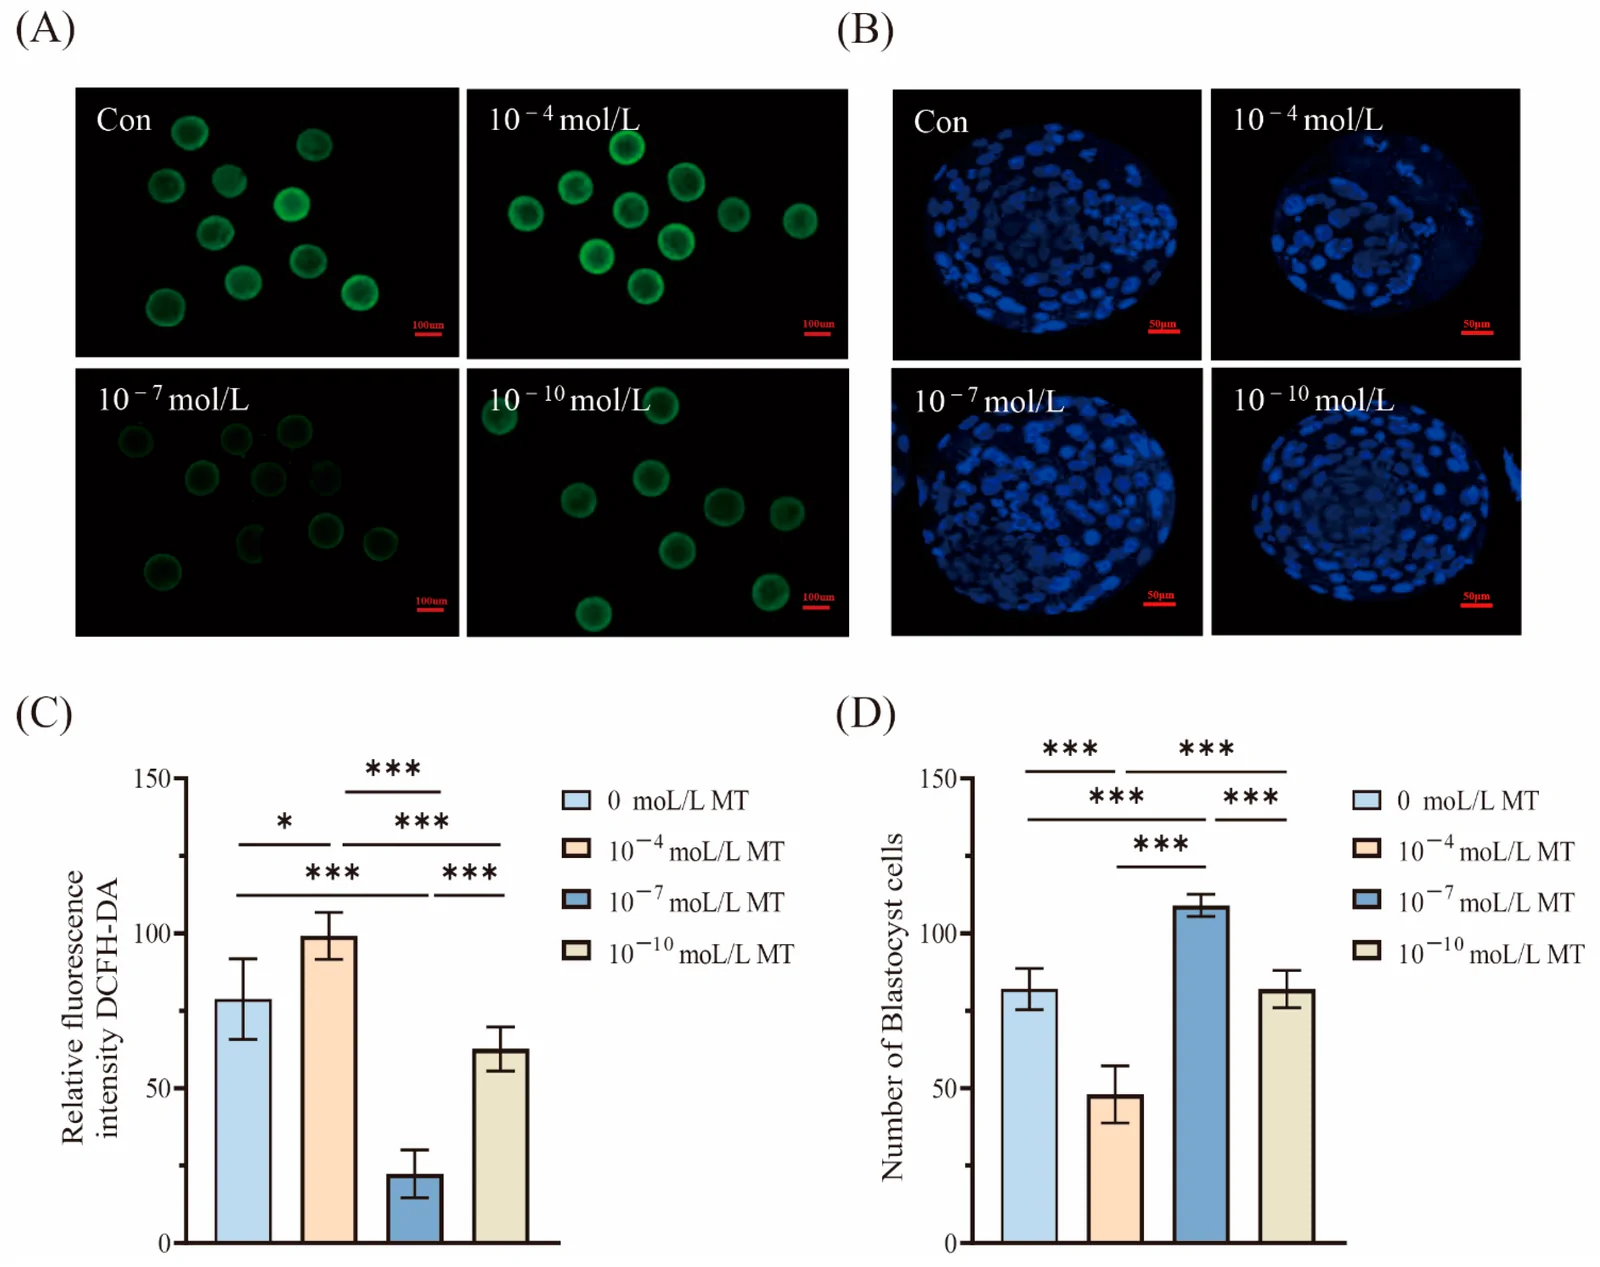
Effects of melatonin supplementation on oxidative stress in MII oocytes and subsequent blastocyst quality in bovines. (**A**). Representative fluorescence images of intracellular reactive oxygen species (ROS) levels detected by DCFH-DA staining (green). Scale bar = 100 μm. (**B**). Representative images of blastocysts with nuclear staining (blue) for total cell counting. Scale bar = 50 μm. (**C**,**D**). Statistical analysis of relative DCFH-DA fluorescence intensity (**C**) and total number of cells per blastocyst (**D**). To avoid pseudoreplication, data from individual oocytes (total 9–10 per group) or blastocysts (3 per group per run; total 12 per group) were averaged within each independent in vitro production (IVP) run to generate run-level means. Statistical analyses were performed based on these independent run-level means (*n* = 4 independent runs). * *p* < 0.05, *** *p* < 0.01.

**Figure 7:**
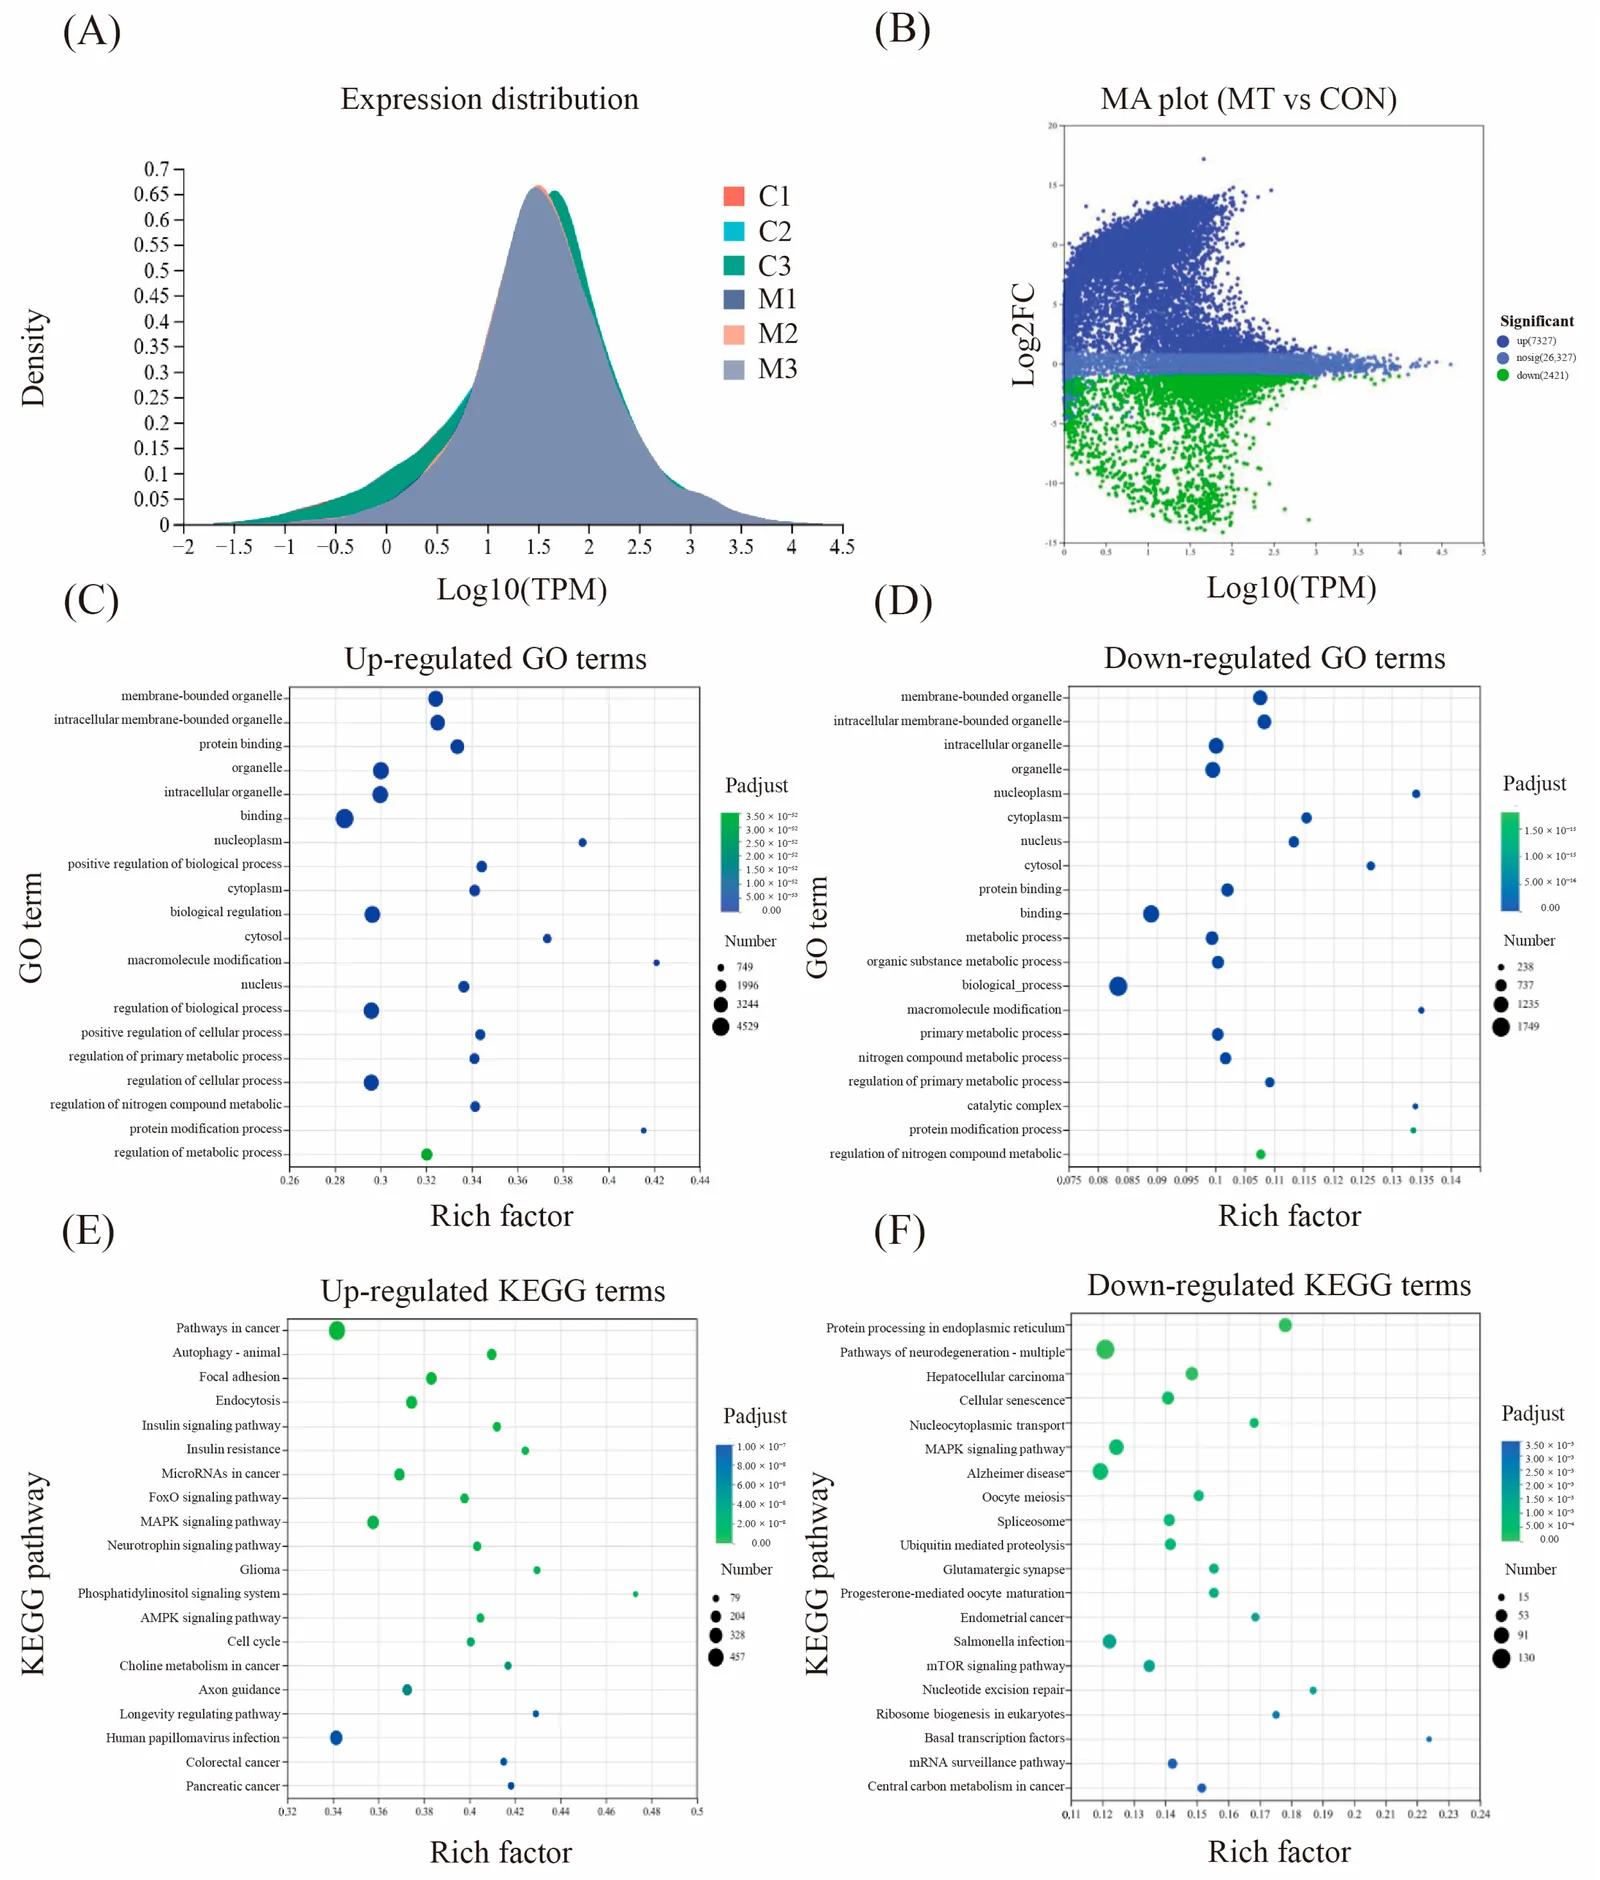
Effects of melatonin in culture medium on transcriptomic profiling in bovine blastocysts. (**A**). Density plot showing the overall gene expression distribution (log10 TPM) across the control (C1–C3) and MT-treated (M1–M3) blastocysts. (**B**). MA plot of differentially expressed genes (DEGs) between the MT and CON groups. Blue and green dots represent significantly up-regulated and down-regulated genes, respectively. (**C**,**D**). Gene Ontology (GO) enrichment analysis of the significantly up-regulated (**C**) and down-regulated (**D**) DEGs. (**E**,**F**). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the significantly up-regulated (**E**) and down-regulated (**F**) DEGs. TPM, transcripts per million.

**Figure 8:**
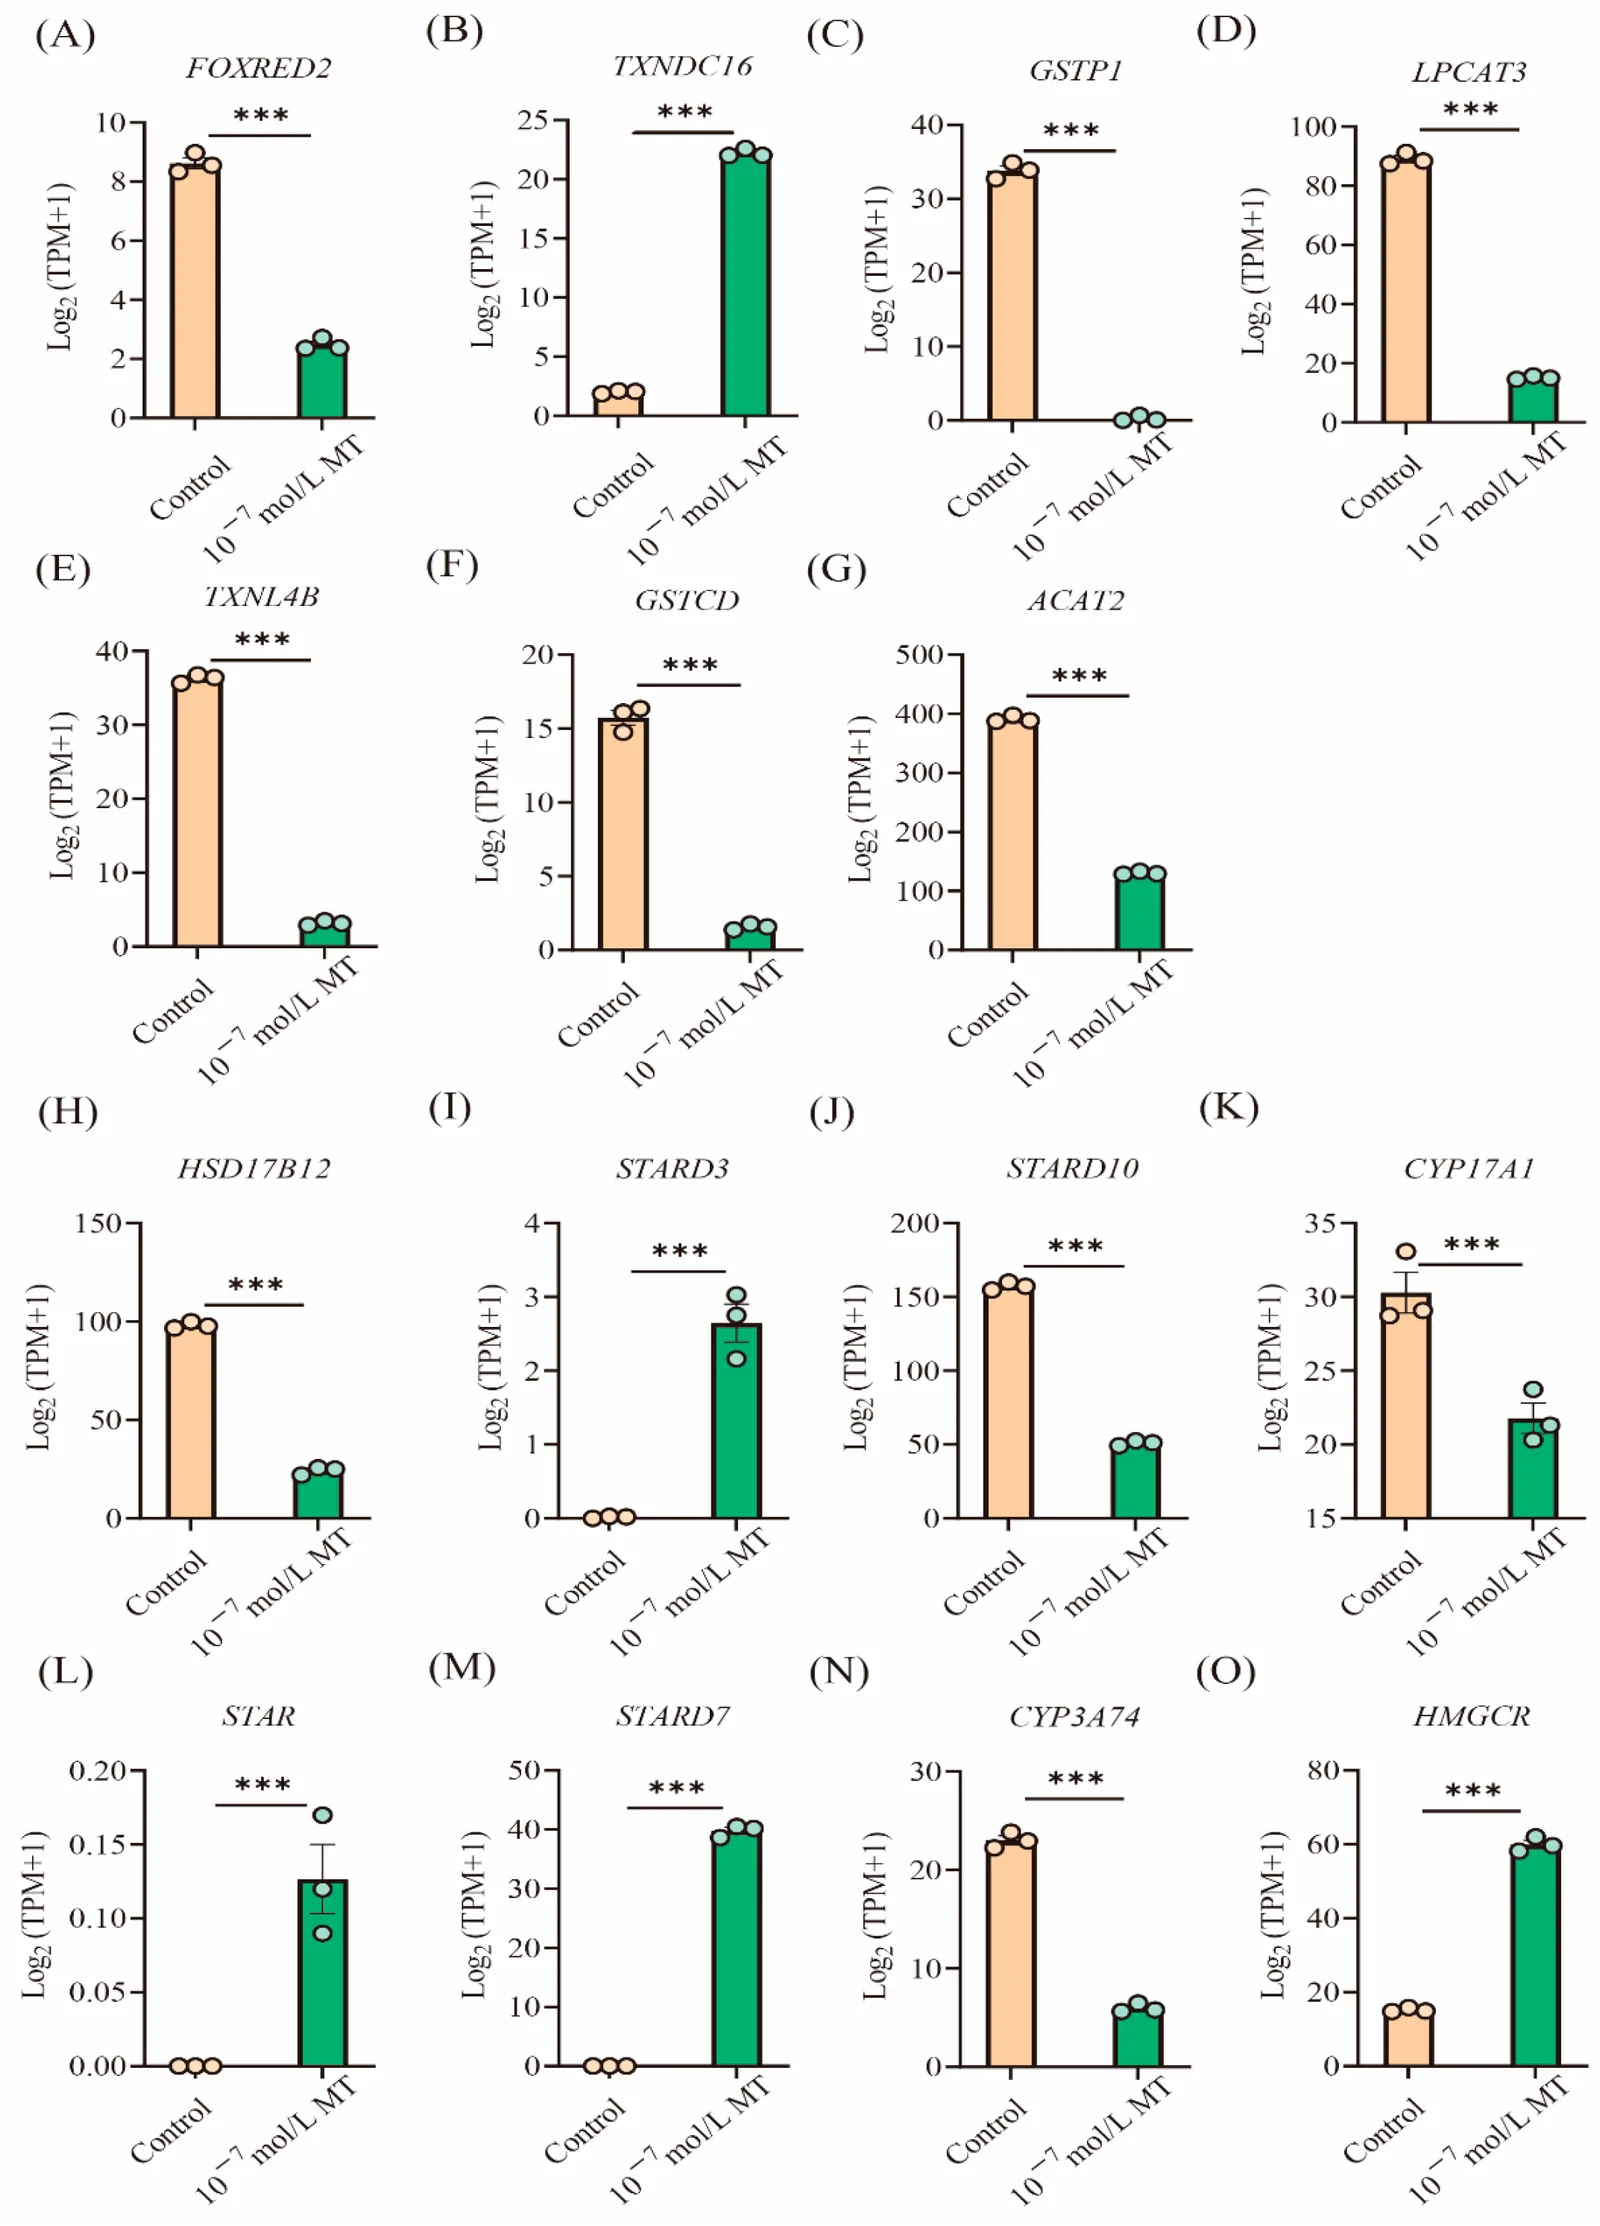
Effects of melatonin in culture medium on the expression profiles of key genes related to redox homeostasis and steroidogenesis in bovine blastocysts. (**A**–**O**). The mRNA expression levels (Log (TPM + 1)) of selected key differentially expressed genes, including *FOXRED2* (**A**), *TXNDC16* (**B**), *GSTP1* (**C**), *LPCAT3* (**D**), *TXNL4B* (**E**), *GSTCD* (**F**), *ACAT2* (**G**), *HSD17B12* (**H**), *STARD3* (**I**), *STARD10* (**J**), *CYP17A1* (**K**), *STAR* (**L**), *STARD7* (**M**), *CYP3A74* (**N**), and *HMGCR* (**O**). *TPM*, transcripts per million. *** *p* < 0.001.

## Data Availability

The raw smart-seq 2 data were deposited in the National Center for Biotechnology Information (NCBI) (Accession number: GSE342370), which is publicly accessible at https://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE342370 (accessed on 20 August 2026). Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15091101/s1, Figure S1: Effects of melatonin subcutaneous injection on the serum profiles of melatonin and its metabolites in dairy cows; Figure S2: Effects of melatonin subcutaneous injection on systemic inflammation of serum cytokine profiles in dairy cows; Table S1: The differentially abundant metabolites identified using FDR-adjusted *p* < 0.05 alongside VIP and fold-change thresholds; Table S2: The principal RNA-seq quality-control metrics for each biological replicate, including sequencing depth, proportion of retained clean reads, and mapping rate; Table S3: The differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

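RNA from bovine blastocysts was measured in 6 libraries, 3 from blastocysts whose oocytes were matured with 1e-07 mol/L MT and 3 from controls without MT, each from a pool of 3 blastocysts. The authors state that reads were filtered with fastp and FastQC, aligned with STAR to ARS-UCD1.3 and counted with featureCounts, that DESeq2 was used for their tests, and that g:Profiler was used for enrichment with the bovine genome as background. The authors deposited TPM per gene and library, rounded to 2 decimals, and the paper's text does not state how counts were turned into TPM. TPM holds no counts, so neither the depth of a library nor the counting error of a value can be derived from it, and no interval for counting error is given.

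Groups and replicate numbers came from the sample labels, and all 6 columns were matched to a sample. The MT concentration and the pool size came from the paper. The replicate numbers are not said to mark the same in vitro production run in both groups, and libraries were treated as unpaired. All tests used the 2 groups of 3 libraries.

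TPM were transformed to log2(TPM + 1). Genes with a TPM of at least 1 in at least 3 libraries were fitted with lmFit and eBayes with an intensity trend in limma 3.58.1 under R 4.3.3, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05, with an additional count at a log2 fold change of at least 1. Gene lists were tested with camera (preset correlation 0.01) and with fry, both from limma, with adjustment over 24 lists. Called genes in the lists were compared with tested genes that have a symbol by a one-sided Fisher's exact test, adjusted over both directions. A list of sex-linked genes had no member in the table and was left out of that adjustment after this was seen. Single measures per library were compared by exact two-sided permutation tests. Counts of genes at 0 and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

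The lists were autophagy, FoxO signaling, AMPK signaling, cell cycle, protein processing in the endoplasmic reticulum, cellular senescence, unfolded protein response targets, redox genes, cholesterol synthesis, steroid hormone synthesis and metabolism, inner cell mass, trophectoderm, hypoblast, cumulus and granulosa cells, maternal oocyte transcripts, apoptosis, and 8 families defined by gene symbols. They were written from general knowledge and are not the sets of KEGG or Gene Ontology, which were not used here.

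Genes were named by a rule set before the data were examined. It covers every gene the paper's text names where the table lists it, the 5 highest and 5 lowest log2 fold changes among called genes with a symbol whose groups do not overlap, and up to 2 rises and 2 falls from each list. A few genes that meet the rule are not reported here. POU5F1 was named in addition after its values were seen.

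The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a minimum TPM of 5, quantile normalization, median centring on genes present in all libraries, genes with a symbol only, eBayes without the trend, a replicate block, each library left out in turn, camera with an estimated correlation, and a background of all genes with a symbol. A restriction to genes above 0 in all 6 libraries was added after the data were seen. Tables S2 and S3 of the paper were not used here.

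The fit was tested on simulated data with 11953 genes, of which 200 were changed by known amounts. It recovered 94.5% of the changed genes and made 7 false calls. A simulated list of 50 shifted genes had a camera p-value of 3.99e-72, and an unshifted list had 0.936. The simulation changed few genes and set none to 0 throughout a group, whereas 95.7% of the tested genes were called in the data. It therefore does not show how the fit or the list tests behave when most genes differ.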

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

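The tests of genes listed at 0 and of GSTP1 were all chosen after those results had been seen. In 2 cases the first test was followed by another, and both are given.

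A total of 4037 genes were at 0 in all 3 control libraries and had a TPM of at least 1 in all 3 MT-treated libraries, and 360 genes showed the opposite. The paper does not report on genes at 0 in a whole group. Independent loss of genes in each library would rarely remove a gene from all 3. Among genes with an MT-treated mean of at least 10 TPM, 2387 were at 0 in at least 1 control library and 2067 of these (86.6%) in all 3, where independent loss would give 204. Reads moved to another identifier of the same symbol do not account for it either, since 11 of 3260 named genes (0.337%) have another identifier above 0 in the controls.

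Lower depth of the control libraries could leave genes of low level at 0, and the first test of it went the way that depth predicts. The share at 0 in all controls fell from 56.4% at 1 to 5 TPM to 1.12% (14 of 1249 genes) at 100 TPM or more. A second test was chosen after that value was known. Between 20 and 100 TPM, 23.9% of the genes were at 0 in all controls, while 1273 other genes had values above 0 and under 1 TPM in all 3 controls. The second value argues against depth as the whole cause at that level, but a contribution of depth stays open, because the files keep no counts and a fall with the level would also be seen if genes of low level were absent.

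Absence of the transcript may hold for many of these genes and cannot be excluded from the TPM for the 4019 that lie outside 5 complexes that every cell uses. In those complexes, 15 of 201 genes with an MT-treated TPM of at least 5 were at 0 in all controls, among them 10 of 22 mediator genes, 2 of 43 genes of respiratory complex I, 2 of 19 nuclear pore genes and 1 of 76 genes of the mitochondrial ribosome. A missing transcript is an unlikely reading for most of those 15 genes. Families collected by symbol also hold genes outside the core complex, here NDUFAF5, NDUFAF7 and MED12L, for which it stays open. Of 41 constitutive proteasome genes and 74 ribosomal protein genes, 0 were at 0 in all controls. Members of the proteasome specific to immune cells or testis were taken out of this count after their values were seen.

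A step shared by the libraries of a group, in library making or in counting, could leave genes without a value. It would remove genes of the complexes as often as others, and 7.46% of them were at 0 against 11.4% of genes matched for level, a share as low in 3.01% of 10000 draws. This test was first read as favouring such a step, and after the values were seen the reading was changed to open. Because such a step would coincide with the groups, it cannot be told apart from an effect of MT. The difference between MT-treated and control embryos that the design names stays open as well.

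The more abundant identifier of GSTP1 rose by 262 TPM, in a gene the paper reports as lower from its other identifier, which fell by 33.6 TPM. Reads shared between the 2 identifiers could move between them. The gain exceeds the loss, but TPM depends on gene lengths, which were not used here, so a shift of reads and a change in either gene cannot be told apart.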

How the results depend on the processing

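Of the results with alternatives, those named here changed, and their cause was not tested except where the construction of the alternative is given. Each of the 15 genes of Fig. 8 kept its direction and its adjusted p-value under 0.05 by limma with a pseudocount of 0.1, with no filter, with genes with a symbol only, with eBayes without the trend and with the replicate block. With a minimum of 5 TPM, STAR and STARD3 had no value and the other 13 did the same, and in each fit that left out one library all 15 did. Over genes above 0 in all 6 libraries, 4 of the 15 had no value and the other 11 did the same. The count was 13 with quantile normalization and 14 with median centring.

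With quantile normalization, 3085 genes were higher by at least 2-fold in place of 6096. The log2 fold changes of STARD3 (-0.59), STAR (-0.0411) and CYP17A1 under ENSBTAG00000064070 (-0.33) changed sign, and STAR was no longer called. For each of them every MT-treated TPM was above every control TPM. By construction, genes listed at 0 in control receive a value above 0, which can reverse the sign of genes at a low level. The called lists numbered 1 in place of 4, the endoplasmic reticulum list had an adjusted p of 0.226 (camera on limma's statistics) but still passed Fisher's exact test on limma's calls (odds ratio 1.82, adjusted p = 0.0136), and FoxO signaling changed direction without a call (camera adjusted p = 0.911 on limma's statistics, odds ratio 0.962). With median centring, CYP17A1 under ENSBTAG00000067148 was no longer called (log2 fold change 0.0216), since centring adds the same amount to every gene. The called lists numbered 2, and FoxO signaling changed direction without a call (camera adjusted p = 0.896 on limma's statistics, odds ratio 0.924). With a minimum of 5 TPM the called lists numbered 2, and with an estimated correlation 0, when the endoplasmic reticulum list had an adjusted p of 0.203 (camera on limma's statistics).

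Over genes above 0 in all 6 libraries, chosen after seeing the data, fewer genes are tested by construction, and more genes that rose from 0 than genes that fell to 0 are left out, which moves the counts toward lower genes. Then 3626 genes were lower and 2814 higher, 1539 of them by at least 2-fold, and 0 lists were called by camera or by Fisher's exact test in the direction of the paper. FoxO signaling (camera adjusted p = 0.569 on limma's statistics, odds ratio 0.708), AMPK signaling (odds ratio 0.916) and the cell cycle (odds ratio 1.07) changed direction without a call, and the endoplasmic reticulum list had an adjusted p of 0.412 by camera on limma's statistics and an odds ratio of 1.49.

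With all genes of the table that have a symbol as background, 6 lists in place of 1 passed Fisher's exact test in the direction of the paper. The odds ratios were 2.97 for autophagy, 2.22 for FoxO signaling, 2.53 for AMPK signaling, 2.48 for the cell cycle, which changed direction, and 2.62 for senescence. The alternative adds genes that could not be called to the background and to the lists.

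The difference in the median log10 TPM of -0.291 was -0.365 for a TPM of at least 1, -0.355 for at least 0.1 and -0.334 for genes with a symbol only. The difference in genes detected of 5474 was 4580.33, 5248.33 and 4008 under the same choices.

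Across the 6 fits that each left out one library, from 7319 to 7338 genes were higher and from 4004 to 4049 lower, and from 6081 to 6098 and from 2328 to 2352 by at least 2-fold. The difference in the median log10 TPM ran from -0.295 to -0.284 and that in genes detected from 5443.83 to 5493.33.

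Libraries with the same replicate number did not deviate together across the tested genes, with correlations of -0.011, -0.001 and 0.059, so the numbers were not taken to pair the libraries. With the replicate block, 7379 genes were higher and 4082 lower, 6099 and 2346 of them by at least 2-fold, and no call of a list or of a gene of Fig. 8 changed. TPM without counts limits what can be said of genes at 0.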

Differences from the paper's values

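The number of genes lower in MT-treated blastocysts was 4071 by limma with Benjamini-Hochberg adjustment, against the paper's about 2400 in Fig. 7B, read by eye. The thresholds may be unlike, because Fig. 7B, by eye, colours genes from a log2 fold change of about 1. The 4071 genes carry no such condition. Of the alternatives set before the data were examined, median centring (3038) and genes with a symbol only (3598) came within 1.5 times of the paper's number. A pseudocount of 0.1, no filter, a minimum of 5 TPM, quantile normalization, eBayes without the trend, the replicate block and each library left out in turn did not, with 3815 to 5311 lower genes. Counted with a difference of at least 2-fold, 2344 genes were lower and 6096 higher. The paper's number of higher genes in Fig. 7B, read by eye, is about 7300, and 7367 were higher without the 2-fold condition.

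The paper states for Fig. 7A that the distribution of log10 TPM was alike across all replicates. Within each group it was, and between the groups the median log10 TPM differed by -0.291.

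The paper reports higher genes enriched for autophagy, FoxO signaling, AMPK signaling and the cell cycle, and lower genes enriched for senescence (Fig. 7E,F). Against the tested genes as background, the odds ratios were 1.20, 1.28, 1.21, 0.894 and 1.504, and none passed the threshold after adjustment, with 1 of the 5 (senescence) at an unadjusted p of 0.0245 by Fisher's exact test. With all genes of the table that have a symbol as background, an alternative set before the data were examined, all 5 passed in the direction of the paper. The paper's methods name the bovine genome as background.

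The paper reports GSTP1 and CYP17A1 as lower (Fig. 8). Of the 2 identifiers of each, 1 was lower and 1 higher, with a log2 fold change of 0.40 for the higher identifier of GSTP1, and the higher identifier of CYP17A1 was listed at 0 in every control library. After median centring the lower identifier of CYP17A1 had a log2 fold change of 0.02 and was not called. The axes of Fig. 8 name a log scale, and the plotted values match TPM without a logarithm.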

Other observations

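The tests of other splits, sex ratio, cumulus cells and shared pools were planned before the data were examined, and all other tests here were chosen after the results were seen. For sex ratio and shared pools the planned test could not be run, because 0 of 13 sex-linked genes are in the table, and another value was used in its place after the data were seen.

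Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real one (11438), which is the real split itself. The other 9 gave 0 called genes, with 1 to 5 genes at an unadjusted p under 0.05. With 10 splits, the share cannot fall under 0.1.

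Within a group the libraries lay close together, with a median coefficient of variation of 2.07% in control and 2.56% in MT-treated blastocysts over 2992 genes with a TPM of at least 20 in all libraries. A common RNA pool for the 3 libraries of a group might give such values, and so might independent pools of similar embryos. Without counts or sex-linked genes they cannot be told apart. With a common pool, the p-values by limma would not measure the variation between embryos.

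A difference in the sex ratio of the pools could change sex-linked genes, but 15 genes of complexes that both sexes use were at 0 in all controls, which a sex ratio would not produce. Cells of the cumulus carried over with embryos might add their transcripts, and carried-over cells would bring all their abundant ones. Of 22 marker identifiers, 9 (40.9%) were at 0 in all 6 libraries, HAS2 among them. A gene listed at 0 may not have been captured or counted, so these zeros cannot exclude carried-over cells. KRT5 fell from 78.1 to 23.3 TPM. COL1A2 and DCN were listed at 0 in every control library and had 9.51, 9.00 and 8.90 TPM and 2.77, 6.40 and 7.11 TPM in the MT-treated libraries. Of the 6 tested markers, 2 were higher and 3 lower (camera on limma's statistics, adjusted p = 0.570), and the most abundant, HSD3B1, had 136 TPM in control and 105.5 in MT-treated blastocysts. Of the 22 identifiers, 6 had a TPM of at least 1 in all MT-treated libraries.

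The genes present only in MT-treated libraries take up part of their TPM and may lower the rest. After median centring, which removes a shift of -0.48 on the log2 scale, 8365 genes still differed by at least 2-fold, so such a shift is not the whole cause.

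A larger share of inner cell mass cells in MT-treated blastocysts could raise its markers together, but of the 13 tested markers 4 were called higher and 6 lower, so they moved apart. Of the 10 above 0 in all libraries, which leaves out markers that rose from 0, 4 were lower and 1 was higher by at least 2-fold. Of 21 tested trophectoderm markers, 11 were higher and 10 lower (camera on limma's statistics, adjusted p = 0.483). CDX2 and ELF5 were listed at 0 in every control library, with 17.2, 15.0 and 16.1 TPM and 12.8, 13.2 and 12.0 TPM in the MT-treated libraries, and TFAP2A fell from 36.1 to 0.490 TPM. Of 10 hypoblast markers 8 were higher and 2 lower (adjusted p = 0.461 by camera on limma's statistics), and GATA6 rose from 0.327 to 32.0 TPM. Of 7 tested maternal oocyte transcripts, 5 were higher and 2 lower (adjusted p = 0.649 by camera on limma's statistics). LHX8 and BTG4 were listed at 0 in every control library, with 15.8, 15.1 and 15.4 TPM and 15.2, 15.0 and 15.5 TPM in the MT-treated libraries, and OOEP fell from 47.7 to 21.3 TPM.

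Among abundant genes, libraries of the same number deviated together from their group means. This was looked for at 7 minimum levels after the tested genes had shown no such pattern. At a minimum of 1 TPM it was absent for 1 number, with a correlation of -0.001. At the other 6 minimums the correlation for each same number exceeded every correlation for other numbers, and the lowest were 0.051 at 5 TPM and 0.044 at 20 TPM. Over 269 genes of at least 500 TPM, the mean correlation across genes was 0.723 for the same number and -0.358 for other numbers, and genes are not independent replicates. Deviations from a group mean cancel across its libraries, so a positive mean for the same number makes that for other numbers negative. The negative value is therefore not separate evidence. Without mitochondrial and ribosomal protein genes the mean for the same number was 0.696, so these genes alone do not carry the shared deviation. The SD of the log2 ratio of MT-treated to control was 0.0159 for the same number and 0.0339 for other numbers. A shared production run may be the reason, since the paper states that treatments were run together. The 3 numbers allow 6 matchings, so the share is never under 0.167, and a shared run cannot be told apart from any other step done by number.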
